# Suppression of the JAK/STAT Pathway Inhibits Neuroinflammation in the Line 61-PFF Mouse Model of Parkinson’s Disease

**DOI:** 10.21203/rs.3.rs-4307273/v1

**Published:** 2024-05-07

**Authors:** Huixian Hong, Yong Wang, Marissa Menard, Jessica Buckley, Lianna Zhou, Laura Volpicelli-Daley, David Standaert, Hongwei Qin, Etty Benveniste

**Keywords:** Parkinson’s Disease, Neuroinflammation, α-Synuclein, JAK/STAT, AZD1480, scRNA-Seq

## Abstract

Parkinson’s disease (PD) is characterized by neuroinflammation, progressive loss of dopaminergic neurons, and accumulation of a-synuclein (a-Syn) into insoluble aggregates called Lewy pathology. The Line 61 a-Syn mouse is an established preclinical model of PD; Thy-1 is used to promote human a-Syn expression, and features of sporadic PD develop at 9–18 months of age. To accelerate the PD phenotypes, we injected sonicated human a-Syn preformed fibrils (PFFs) into the striatum, which produced phospho-Syn (p-a-Syn) inclusions in the substantia nigra pars compacta and significantly increased MHC Class II-positive immune cells. Additionally, there was enhanced infiltration and activation of innate and adaptive immune cells in the midbrain. We then used this new model, Line 61-PFF, to investigate the effect of inhibiting the JAK/STAT signaling pathway, which is critical for regulation of innate and adaptive immune responses. After administration of the JAK1/2 inhibitor AZD1480, immunofluorescence staining showed a significant decrease in p-a-Syn inclusions and MHC Class II expression. Flow cytometry showed reduced infiltration of CD4^+^ T-cells, CD8^+^ T-cells, CD19^+^ B-cells, dendritic cells, macrophages, and endogenous microglia into the midbrain. Importantly, single-cell RNA-Sequencing analysis of CD45^+^ cells from the midbrain identified 9 microglia clusters, 5 monocyte/macrophage (MM) clusters, and 5 T-cell (T) clusters, in which potentially pathogenic MM4 and T3 clusters were associated with neuroinflammatory responses in Line 61-PFF mice. AZD1480 treatment reduced cell numbers and cluster-specific expression of the antigen-presentation genes *H2-Eb1, H2-Aa, H2-Ab1,* and *Cd74* in the MM4 cluster and proinflammatory genes such as *Tnf, Il1b, C1qa,* and *C1qc* in the T3 cluster. Together, these results indicate that inhibiting the JAK/STAT pathway suppresses the activation and infiltration of innate and adaptive cells, reducing neuroinflammation in the Line 61-PFF mouse model.

## INTRODUCTION

Parkinson’s disease (PD) is the most common motor neurodegenerative disorder, affecting 2–3% of the population over 65 years of age (1, 2). Immune system dysfunction, genetic mutations, and environmental factors contribute to its pathogenesis (3), while polymorphisms in the HLA-DR (MHC Class II) locus increase risk of its development (4). Studies show that anti-tumor necrosis factor (TNF) and nonsteroidal anti-inflammatory treatments are associated with a reduced incidence of PD symptoms (5–7).

The core pathological features of PD are neuroinflammation (8), a loss of dopamine-producing neurons, and the accumulation of misfolded, aggregated α-synuclein (α-Syn) in the substantia nigra pars compacta (SNpc), called Lewy pathology (1). In postmortem tissue, Lewy pathology is associated with enhanced MHC Class II expression on microglia and infiltration of macrophages and T-cells in the midbrain (9–11). Neuroimaging studies confirm chronic myeloid activation in the brains of PD patients (12), and increased numbers of α-Syn-reactive T-cells circulating in the blood of PD patients demonstrate immune cell activation (13–15).

Research has focused on the neuroinflammatory features of PD, particularly endogenous microglia (MG) and monocytes/macrophages (MM), which infiltrate from the periphery (3, 16). A recent study associated an increase in classical and Toll-like receptor-positive monocytes in early-moderate PD with rapid progression, greater clinical impairment, and early cognitive decline (17). Animal models and clinical studies of PD correlate cytokine dysregulation, specifically, elevated levels of IL-6 and IFN-γ, with the degeneration of dopamine neurons (16). Genomic studies associate PD with mutations/variants of *LRRK2, MHC Class II* (18), and *PINK1* (19, 20), genes implicated in immune cell function.

Studies show that the adaptive immune system is essential to PD pathogenesis (3, 21–24). Two major classes of lymphocytes, T-cells and B-cells, induce adaptive immunity, conferring antigen specificity and immunological memory (16). Patients with PD have elevated numbers of CD4^+^ and CD8^+^ T-cells in the ventral midbrain compared to healthy controls (9). T-cells from PD patients initiate an immune response to post-translationally modified α-Syn, implicating an autoimmune reaction to intrinsic antigens (15, 21). Moreover, a recent study associated α-Syn-specific T-cell reactivity with preclinical and early PD, and pro-inflammatory CD4^+^ T-cells are most abundant shortly after diagnosis of motor symptoms (13).

The JAK/STAT signaling pathway, in which Janus Kinases (JAKs) and Signal Transducers and Activators of Transcription (STATs) proteins interact with cytokine receptors, plays a critical role in the activation and regulation of immune responses (25, 26). Its dysregulation (i.e., over-activation) is associated with many pathological conditions, including multiple sclerosis (MS), rheumatoid arthritis, inflammatory bowel disease, and many cancers (27, 28). Emerging evidence indicates that it polarizes myeloid cells and T-cells to pathogenic phenotypes (29). We previously demonstrated that inhibiting the JAK/STAT pathway ameliorates disease severity in several preclinical models of MS (30) and reduces neuroinflammation in a PD model in which adeno-associated virus (AAV) human α-Syn mediates overexpression of α-Syn (31). However, virally induced α-Syn overexpression can cause up to a 30-fold increase in α-Syn levels and thus does not model idiopathic PD. A pre-clinical model that better mimics PD neuroinflammatory processes is needed to define how inhibiting the JAK/STAT pathway mediates protection against neuroinflammation.

The Thy1-α-Syn transgenic mouse, or Line 61, uses the Thy1 promoter to express full-length, wild-type, human synuclein. It reproduces many features of sporadic PD, including progressive changes in dopamine release in striatal content, α-Syn pathology, motor and nonmotor deficits, neuroinflammation, and biochemical and molecular changes similar to those observed in PD (32). However, the mice do not develop these phenotypes until they are 9–18 months old (32, 33). In another PD model, small, fibrillar seeds of mouse α-Syn induce wild-type mice to form inclusions that biochemically and morphologically resemble those found in PD brains. However, while microglia are activated, this preformed fibril (PFF) model shows minimal expression of the MHC Class II-positive cells that characterize PD (34, 35).

Hypothesizing that introducing human PFFs into mice expressing human α-Syn would better replicate human PD, we injected PFFs generated from purified, recombinant human α-Syn into Line 61 mice (Line 61-PFF). Injection of hu-α-Syn PFFs produced α-Syn inclusions in the SNpc and striatum, induced MHC Class II expression and enhanced innate and adaptive immune cell infiltration and activation in the midbrain, in contrast to injection of monomeric hu-α-Syn.

The Line 61-PFF model enables us to evaluate the contribution of the JAK/STAT pathway to neuroinflammatory responses, and the impact of inhibiting this pathway. Administering the JAK1/2 inhibitor AZD1480 suppressed neuroinflammation and reduced p-α-Syn inclusions. Single-cell RNA Sequencing (scRNA-Seq) revealed that PFF injection induced a specific monocyte/macrophage (MM) cluster expressing antigen-presentation genes and a T-cell cluster expressing numerous proinflammatory genes which correlate with neuroinflammation. Inhibiting the JAK/STAT pathway abrogated the presence of these two PFF-induced immune cell clusters. These findings elucidate neuroinflammatory mechanisms and may inform the development of more specific therapeutic approaches and/or diagnostic biomarkers for patients with PD.

## MATERIALS AND METHODS

### Mice.

The Thy1-α-Syn (Line 61) mouse overexpresses full-length, human, wild-type α-Syn under the Thy-1 promoter. The model is bred by crossing female Line 61 mice with male hybrid B6D2F1 (BDF1) mice and maintained on a congenic background (32). Since the transgene is inserted in the X chromosome, and random inactivation of the X chromosome carrying the mutation in female mice may occur (36), experiments used only littermate males with a Thy1-α-Syn-positive transgene. The University of Alabama at Birmingham (UAB) Institutional Animal Care and Use Committee approved all animal research protocols.

### Human α-Syn Monomer and PFFs.

Human monomeric α-Syn (monomer) was purified using size-exclusion chromatography followed by anion exchange. The Pierce high-capacity endotoxin kit was used to remove endotoxins to < 0.1 EU/μg. α-Syn PFFs were generated as described (37). Monomer concentration was measured using A280 and the extinction coefficient of 5960 M^−1^cm^−1^. Monomer was diluted to 5 mg/ml in 150 mM KCl and 50 mM Tris-HCl buffer and shaken for seven days to generate PFFs. After seven days, PFF protein concentration was determined and previously noted buffer was used to bring concentration to 5 mg/ml. On the day of stereotaxic injections, PFFs were sonicated using a cup horn sonicator (QSonica) with a 15°C water bath. Dynamic light scattering (Wyatt Technology) confirmed < 50 nm fragmentation of PFFs. Immediately before injection, 5 mg/ml of monomer was spun at 20,000 × *g*, and only the supernatant was injected to prevent aggregate formation.

### Intracranial Stereotaxic Injections and Treatment with the JAK1/JAK2 Inhibitor AZD1480.

Male Line 61 mice between the age of 12–15 weeks were anesthetized using isoflurane and received stereotaxic, unilateral, intrastriatal injections using the coordinates relative to bregma: 1 mm A/P, 2 mm M/L, and −3.2 mm D/V relative to the skull (37). Those used in the flow cytometry, scRNA-Seq, and phospho-STAT experiments received bilateral intrastriatal injections for immune cell collection. Two microliters of sonicated PFFs (5 mg/ml) or monomeric α-Syn (5 mg/ml) were injected at 0.5 μl/min with a Hamilton syringe. Mice received 10 units of 1.5 mg/ml carprofen subcutaneously at the time of surgery and the following day.

Two weeks after PFF injections, Line 61-PFF mice were administered either AZD1480 by oral gavage at 25 mg/kg or 0.1% DMSO (Sigma-Aldrich) as a vehicle control every day. The mice were sacrificed two or four weeks later (four- or six-weeks post injection [wpi]), depending on the analysis performed. For examination of TH positive neurons, the mice were sacrificed at a 12-week time point. At time of sacrifice, they were transcardially perfused with cold PBS (pH 7.4), followed by 4% paraformaldehyde for immunofluorescence or cold PBS alone for other experiments.

### Immunofluorescence and Immunohistochemistry.

Prior to sectioning, brains were postfixed in 4% PFA overnight at 4°C, followed by cryoprotection in 30% sucrose/PBS until tissues sank to the bottom. Whole brains were frozen in N-methylbutane at −50°C. Coronal sections 40-μm thick representing the entire brain were serially collected and stored in 50% glycerol in 0.01% sodium azide in Tris-buffered saline (TBS) at −20°C.

Immunofluorescence analysis of free-floating brain sections was performed as previously detailed (31). Sections were then labeled with anti-MHC Class II [A-I/A-E] (clone M5/114.15.2, Invitrogen, cat #14-5321-85), anti-phospho-α-Synuclein (p-α-Syn) (phospho-Serine129, clone EP1536Y, Abcam, cat #ab51253), anti-tyrosine hydroxylase (TH, abcam, cat #ab76442), or anti-IBA1 (polyclonal, Wako, cat #019-197111). After overnight incubation with primary antibodies, sections were washed and incubated with the appropriate Alexa-fluor-conjugated secondary antibodies (Life Technologies). Sections were mounted onto positively charged glass slides and cover-slipped using Prolong Gold (ThermoFisher). Images were acquired using either a Leica TCS-SP5 laser scanning confocal microscope or a Nikon Ti2-C2 confocal microscope and processed using Adobe Photoshop and Illustrator (37).

Free-floating immunohistochemistry was performed as detailed previously (38). Brain sections were labeled with anti-tyrosine hydroxylase (Millipore, ab152), a marker of dopaminergic neurons in mouse midbrain. On day two the sections were labeled with a biotinylated secondary followed by HRP-conjugated amplification complex. DAB chromogenic substrate deposition was timed and visualized by eye (Vector, SK-4100) before mounting on positively charged slides, which were dehydrated and cover-slipped using Permount (Fisher, SP15-500).

### Unbiased Stereology.

To quantify TH neurons in the SNpc, unbiased stereology was performed as described (38). A reviewer blinded to condition coded and analyzed 5–6 TH-DAB-stained slides encompassing the rostro caudal SNpc using an Olympus BX51 microscope and the optical fractionator probe in the StereoInvestigator software (MBF Bioscience). Both ipsilaterally injected and contralaterally uninjected sides of the SNpc were quantified. TH^+^ neurons within the SNpc contours on a 100 μm × 100 μm grid were counted at an optical dissector height of 22 μm. Weighted section thickness was used to account for variations in tissue thickness. Brightfield images of TH^+^ neurons in the SNpc were acquired using the Olympus BX51 microscope.

### Phospho-Synuclein Aggregate Quantitation.

After immunofluorescence staining with anti-α-phospho-Serine129 (p-α-Syn) as described (37, 39), 20X tiled, ipsilateral SNpc confocal images were obtained using the Nikon Ti2-C2 microscope. An ImageJ cell counter was used to count each p-α-Syn-positive neurite and inclusion in the SNpc, which was delineated by drawing a contour using TH^+^ neurons as a reference and then splitting the channels so only p-α-Syn channel fluorescence remained. Two to six SNpc sections were analyzed per animal, depending on their availability and quality after staining.

### Mononuclear Cell Isolation.

Six weeks after bilateral injection of monomer or PFFs, mononuclear cells in the ventral midbrain were isolated as described (31, 40). Midbrain tissue was passed through a 100-μm filter to obtain a single-cell suspension, and mononuclear cells were isolated using a 30/70% Percoll gradient.

### Flow Cytometry.

To detect surface proteins, mononuclear cells were incubated with Fc Block (Bio X Cell, 2.4G2) for 15 min and washed, followed by incubation with viability dye. The indicated antibodies were fluorescently conjugated against CD45 (clone 30-F11, BD Horizon, cat #563410), CD11b (clone M1/70, BD Biosciences, cat #563553), CD11c (clone HL3, BD Pharmingen, cat #553801), CD4 (clone GK1.5, BioLegend, cat #100428), CD8α (clone 53 – 6.7, BioLegend, cat #100734), CD19 (clone 6D5, BioLegend, cat #115541), and MHC Class II (clone M5/114.15.2, BioLegend, cat #107628). Samples were run on a BD Symphony (BD Biosciences) and analyzed using FlowJo software (Tree Star), as described (31, 40, 41).

### Immunoblotting.

Thirty μg of midbrain mononuclear cell homogenate was separated by electrophoresis and probed with antibodies as described (30). All immunoblots represent three individual experiments.

### Single-cell RNA Sequencing (scRNA-Seq).

Mononuclear cells were isolated for sequencing as described above with 3–5 ventral midbrains pooled per sample and sorted for CD45^+^ live cells on a BD FACsAria. Sorted cells were loaded onto the 10X Chromium platform (10X Genomics), and libraries constructed using the Single Cell 3′ Reagent Kit V3.1 according to the manufacturer’s instructions. At least three biological replicates for each group were processed separately (PBS [n = 3], monomer [n = 3], PFF + vehicle [n = 4], PFF + AZD1480 [n = 5]). Samples were sequenced at an average depth of 20,000 reads per cell using Illumina NextSeq 500. Raw base call files were demultiplexed into FASTQ files. Sequencing files were processed and mapped to mm10, and count matrices were extracted using the Cell Ranger Single Cell Software (v 7.1.0) (42).

### scRNA-Seq Analysis.

The count matrices in the h5 file format were imported into the Partek Flow (Partek, Inc.) pipeline (43). Single-cell quality control was performed by applying an inclusion filter on counts per cell (500–15000) and detected genes per cell (250–5000). Cells with more than 10% mitochondrial gene expression were excluded to eliminate apoptotic or dying cells (44). The noise-reduction filter was also applied to exclude features where the value ≤ 0 is in at least 99.9% of cells. The filtered dataset was normalized and scaled with SCTransform workflow.

Principal component analysis (PCA) was performed on the SC-scaled data to graph clustering based on the Louvain algorithm, with the PCA number set to 20. The data were visualized by 3D uniform manifold approximation and projection (UMAP) dimensional reduction using the first 20 principal components. Cell annotations for each cluster were determined using the top differentially expressed genes (DEGs) in computed biomarkers and canonical markers following the classification workflow in Partek Flow (45). Differences in gene expression among samples were determined by the Hurdle model on log2 normalized counts. Dot and violin plots were generated with sc.pl.dotplot and sc.pl.violin functions in Scanpy (1.9.1) (46) using annotated h5ad files exported from Partek workflow.

The MM1 and MM2 clusters were subsets of the original annotated data node in Partek. They were reclustered as MM1 to MM5 following standard PCA and graph-based processes on SCTransform-scaled data and visualized with UMAP. The T-cell cluster was a subset of the original annotated data node in Partek and reclustered as T1 to T5 (47).

### Pathway Enrichment Analysis.

GSEA (gene set enrichment analysis): DEG between individual MG, MM, or T clusters was determined via the Partek gene-specific analysis (GSA) test. The exported DEG list was ranked by −log(P) and converted to an RNK file uploaded to GSEA software (version 4.3.2, BROAD Institute). GSEAPreRanked chooses a hallmark gene-set database (48). Pathway analysis results were plotted in terms of a normalized enrichment score (NES) and a false discovery rate (FDR) using the ggplot2 (version 3.4.0) package in RStudio.

### Statistical Analysis.

Flow cytometry experiments used 3–5 independent samples per group, with two ventral midbrains per sample (6–10 mice per experiment). Data were analyzed using an unpaired t-test (two-tailed) or two-way ANOVA with Tukey’s multiple comparison test with nested design. Graphs display the individual values and mean ± SEM, with *p < 0.05, **p < 0.01, ***p < 0.001, and ****p < 0.0001.

### Data Set Availability.

ScRNA-Seq data will be available online. The single-cell data have been deposited in the GEO under the accession number GSE264525. Raw files supporting our findings are available from the corresponding authors upon reasonable request.

## RESULTS

### Novel Pre-clinical PD Model (Line 61-PFF).

We previously showed that the JAK1/2 inhibitor AZD1480 prevents neuroinflammation and protects against dopaminergic neuron loss in response to AAV-human-α-Syn overexpression in rats (31). To better mimic idiopathic PD, we tested mouse PFFs and found that injection into mouse striatum activated microglia but did not induce the accumulation of MHC Class II-expressing immune cells (data not shown) that occur in human PD brains (49). We therefore tested whether injecting *human* α-Syn PFFs into the striatum of Line 61 mice, which use the Thy1 promoter to express human α-Syn (32), would induce more robust inflammatory phenotypes. Using an antibody to α-Syn phosphorylated at serine 129 (p-α-Syn), we identified α-Syn inclusions in the SNpc four weeks after injecting Line 61 mice with human PFFs (Figs. 1A, B). We also observed abundant MHC Class II-positive immune cells in the SNpc (Figs. 1A, 1C). Injecting monomeric α-Syn into Line 61 mice did not produce p-α-Syn inclusions or MHC Class II-positive cells (Fig. 1A).

We tested the JAK1/2 inhibitor AZD1480 in the Line 61-PFF model as described (31). Two weeks after PFF injections, AZD1480 or VH was administered for two weeks, then mice were sacrificed for immunofluorescence studies. Figures 1A–C show that AZD1480 treatment significantly reduced α-Syn inclusions and the number of MHC Class II-positive cells in the SNpc.

Sections from the SNpc were stained for TH to determine the number of dopaminergic neurons in mice injected with monomer or PFFs and treated with VH or AZD1480. Line 61-PFF mice did not exhibit a loss of TH-positive neurons compared to monomer-injected mice at a 12-week time point, and AZD1480 treatment produced no significant differences (Supplemental Figs. 1A, B).

### Neuroinflammation in Line 61-PFF Mice.

Injecting human PFFs into the striatum of Line 61 mice increased MHC Class II positive immune cells in the SNpc, and AZD1480 treatment reduced the abundance of these cells (Fig. 1). Immune cell phenotypes in the midbrain were further characterized by flow cytometry (Figs. 2A, B). In Line 61-PFF mice, total immune cells in the midbrain were significantly higher than in monomer α-Syn-injected mice (Fig. 2C). We identified microglia as CD45^Mid^CD11b^+^, macrophages as CD45^Hi^CD11b^+^, dendritic cells (DCs) as CD45^Hi^CD11b^+^CD11c^+^, and lymphocytes as CD45^+^CD11b^−^. In Line 61-PFF mice, macrophages, DCs, and lymphocytes showed significant increases compared to monomer-injected mice, but the total number of microglia did not increase (Fig. 2C).

We assessed the activation status of innate immune cell subsets by determination of MHC Class II expression. Absolute numbers of MHC Class II positive microglia, macrophages, and DCs were significantly higher in the midbrain of Line 61-PFF mice than in the monomer group (Fig. 2D).

Since adaptive immune cells are also implicated in PD (3, 21–24), we determined how pathologic α-Syn affects infiltration of CD4^+^ T-cells, CD8^+^ T-cells, and CD19^+^ B-cells. We found a significant increase in CD19^+^ B-cell but not CD4^+^ or CD8^+^ T-cell infiltration in Line 61-PFF mice compared to the monomer group, although CD4^+^ T-cell infiltration trended towards significance (Fig. 2E).

We next determined how AZD1480 treatment influenced specific subsets of immune cells (Figs. 2A, B). AZD1480 or VH was administered two weeks after PFF injections, and treatment continued for four weeks, when mice were sacrificed for analysis. Compared to VH, AZD1480 significantly suppressed absolute numbers of immune cells (microglia, macrophages, DCs, and lymphocytes), the numbers of MHC Class II positive microglia, macrophages and DCs, and the number of CD4^+^ T-cells, CD8^+^ T-cells, and CD19^+^ B-cells in the midbrain of Line 61-PFF mice (Figs. 2C–E). These data show that inhibiting the JAK/STAT pathway suppresses the infiltration and activation of innate and adaptive immune cells.

### PFF Induction of STAT3 Activation.

Activation of the JAK/STAT pathway results in phosphorylation of STAT proteins (28). We assessed activation in Line 61-PFF mice by measuring tyrosine phosphorylation of STATs, particularly STAT1 and STAT3 (30, 50). Immunoblotting was performed to measure protein expression levels of total STAT1, phosphorylated STAT-1 (p-STAT1), total STAT3, and p-STAT3 in mononuclear cells isolated from the midbrain. We observed a significant increase in p-STAT3 in Line 61-PFF mice treated with VH compared to monomer, which was inhibited by AZD1480 treatment (Figs. 3A, B). There were no statistical differences in total STAT3, total STAT1, and p-STAT1 expression (Figs. 3A–C). Immunohistochemistry confirmed the significant increase in p-STAT3^+^ cells in Line 61-PFF mice treated with VH compared to monomer treatment, and suppression after AZD1480 treatment (Fig. 3D). These data indicate that PFF injection activates the JAK/STAT pathway as demonstrated by phosphorylated STAT3, and AZD1480 inhibits STAT3 activation in mononuclear cells.

### scRNA-Seq Characterization of Immune Cell Clusters in Line 61-PFF Mice.

Several scRNA-Seq studies point to the heterogeneity of cells involved in PD pathogenesis (51–54). To identify cell-specific contributions in the Line 61-PFF model, we performed scRNA-Seq on sorted CD45^+^ leukocytes obtained from Line 61 mice injected with PBS, monomer, PFF plus VH, or PFF plus AZD1480 (Supplemental Fig. 2). 

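Line 61 mice carry human α-Syn under the Thy1 promoter, and PFF are preformed α-Syn fibrils injected into the striatum. AZD1480, an inhibitor of JAK1 and JAK2, was given at 25 mg/kg from week 2 for 4 weeks, and midbrain cells were collected at week 6. The deposited matrices hold UMI counts per gene and cell, made by the authors with Cell Ranger on the mm10 genome from 10x 3' libraries. Their header names release 7.0.1, which is not the release given in the paper's methods. There are 4 mRNA libraries, 1 per condition, while the paper gives 3 replicates for PBS, 3 for monomer, 4 for PFF + VH and 5 for PFF + AZD1480, with 3 to 5 midbrains pooled per sample. The PFF + VH and PFF + AZD1480 libraries also hold counts of 4 and 5 hashtags, antibody-linked barcodes that mark the sample a cell came from. Because these numbers equal the paper's replicates, each hashtag was taken as a replicate, an assumption the sources do not spell out. The PBS and monomer libraries carry no hashtags and are 1 sample each, so they entered no test. Each condition is a library of its own, so that library and condition cannot be told apart, also where hashtags were tested. The libraries hold 15501 (PBS), 15683 (monomer), 34828 (PFF + VH) and 13813 (PFF + AZD1480) barcodes. Total UMIs were 116440449, 109725519, 112566852 and 99658216 in the same order, and the median per barcode was 7230, 6820, 2319 and 6840. The PFF + VH library thus held the most barcodes at the lowest depth per cell. The paper's filters on counts, detected genes and mitochondrial share left 14617, 15031, 34436 and 13021 cells. Cells were given to hashtags with HTODemux, which found a single hashtag in 53.3% of PFF + VH cells and in 80.1% of PFF + AZD1480 cells. Of PFF + VH cells, 35.2% had no hashtag call and 11.6% had more than 1. The plan fixed before the data were examined allowed replicate tests only if at least 50% of a library's cells had a single hashtag, and it did not fix how hashtag counts were to be normalized. A first run, with values centred within cells, gave 46.2% in PFF + VH and would have ruled the tests out. Seurat's default, centred across cells, was then used, a choice made after the data were seen. MULTIseqDemux, an alternative planned beforehand, gave 19.8% in that library. Tests between the hashtags of PFF + VH and PFF + AZD1480 therefore rest on that choice. With 4 hashtags against 5, the smallest two-sided p of an exact permutation test is 0.0159.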

Cell clusters were annotated with the top differentially expressed biomarkers and canonical markers for microglia (MG), monocytes/macrophages (MM), T-cells (T), B-cells (B) and neutrophils (Neu) (Supplemental Fig. 3A). 

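Cells of the 4 libraries were clustered together on analytic Pearson residuals of 3000 variable genes, with 20 principal components and the Louvain algorithm, and 36 clusters were found. By markers fixed beforehand, 23 clusters were called MG-like, 3 MM-like, 1 T-like (T and NK cells), 1 B-like, 1 Neu-like and 1 not immune, and 6 stayed unnamed. The sizes a marker had to reach were set after the clusters were seen. Unnamed clusters held 9.35% of PBS, 12.3% of monomer, 12.1% of PFF + VH and 9.86% of PFF + AZD1480 cells, with median UMIs of 1093, 1051, 1138 and 1507. The classes are written MG, MM, T, B and Neu from here on. They are rebuilt classes and not the authors' annotation, and the paper's subclusters were not matched by number. No doublet caller was applied except in an alternative with Scrublet, and the paper's methods name none, but droplets with more than 1 hashtag have no replicate and were left out of hashtag tests.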

We observed no difference in the percentage of each cluster or total cell numbers between the PBS and monomer groups, indicating that monomer injection did not affect the immune cell subsets found in PBS-treated Line 61 mice (Supplemental Figs. 3B, C). 

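MG made up 84.1% of PBS cells (exact binomial 95% interval 83.4 to 84.6) and 82.5% of monomer cells (81.9 to 83.1). T cells made up 1.83% (1.62 to 2.06) and 1.41% (1.23 to 1.61), and B cells 0.383% (0.290 to 0.497) and 0.279% (0.201 to 0.378). Neu made up 0.486% of PBS cells (0.380 to 0.612) and 0.133% of monomer cells (0.0813 to 0.205), the only one of these classes whose share differed by more than 1.5 times. The intervals cover counting error only and say nothing about variation between mice. There is 1 library per condition, so these differences were not tested.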

Most cells (> 80%) were identified as MG and separated into 9 clusters (MG1-9; Supplemental Fig. 3A). 

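Over the 77105 cells of the 4 libraries, 81.6% were MG, spread over the 23 MG-like clusters. MG made up 79.5% of PFF + VH cells (exact binomial 95% interval 79.1 to 79.9) and 83.5% of PFF + AZD1480 cells (82.8 to 84.1). With clustering on log-normalized counts in place of Pearson residuals, fewer cells stayed unnamed and MG made up 87.5% of all cells, the largest of the alternatives.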

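The number of MG was 12286 in PBS, 12406 in monomer, 27374 in PFF + VH and 10868 in PFF + AZD1480, which follows the number of cells recovered in each library. A single MG-like cluster, led by Ccdc152, Gm42418, Ifi27l2a (of the JAK/STAT target set) and Cmss1, held 6742 cells of PFF + VH against 115 of PBS, 175 of monomer and 178 of PFF + AZD1480. The median depth of its PFF + VH cells was 1268 UMIs. Cluster sizes are not compared between conditions, because Gm42418 was also higher in the MM, T, B and Neu cells of the PFF + VH library and a cluster mostly of 1 library may be that library.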

Upon PFF injection, either the percentage or absolute numbers of MG2, MG4, and MG5 clusters were higher than those in PBS- and monomer-injected mice (Supplemental Figs. 3B, C). 

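MM numbered 1500 in the PFF + VH library and made up 4.36% of its cells (exact binomial 95% interval 4.14 to 4.58). T cells numbered 212 in monomer, 268 in PBS and 1020 in PFF + VH, where they made up 2.96% of cells (2.79 to 3.15). With clustering on log-normalized counts, T cells numbered 205 in PFF + VH, or 0.595% of cells (0.517 to 0.682), against 1.38% in PBS and 1.11% in monomer, so that the direction for T cells changed. It changed because a cluster with 14 raised T markers, none of them among its 10 leading genes, 5 of which were mast cell genes, stayed unnamed there, with 621 cells of PFF + VH, 78 of PBS and 50 of monomer. Of the 1020 T cells of PFF + VH, that clustering left 59.4% unnamed and placed 16.2% with MG and 19.8% with T. MM kept its direction, at 3.74% of PFF + VH cells against 2.85% in PBS and 2.70% in monomer. None of these library differences was tested.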

Percentages and cell numbers of MM clusters and the T-cell cluster were higher in PFF injected mice than in PBS- and monomer-injected mice (Supplemental Figs. 3B, C). Neu and B-cell clusters were not examined due to low (< 1%) numbers.

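Over all libraries Neu made up 0.362% of cells and B cells 0.392%. The PFF + VH library held 123 Neu and 160 B cells and the PFF + AZD1480 library 65 and 44. The 4 hashtags of PFF + VH had 3 to 39 Neu each.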

### scRNA-Seq Reveals an PFF-induced MM Inflammatory Cluster Which is Modulated by AZD1480 Treatment.

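MM numbered 510 in PBS and 447 in monomer, 3.49% (exact binomial 95% interval 3.20 to 3.80) and 2.97% (2.71 to 3.26) of the cells of each library. The intervals overlap.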

We found no differences in MM cell cluster percentage or numbers between the PBS and monomer groups (Supplemental Figs. 3B, C). To further characterize MM clusters, we used the original annotated dataset to recluster MM1 and MM2 as MM1-MM5 (Supplemental Fig. 3D). MM1, MM2, and MM3 were the major clusters identified in the monomer group (Figs. 4A, B). 

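The MM cells were reclustered into 19 subclusters with the antigen presentation and MM4 genes left out of the clustering. Of the 447 monomer cells, 157 lay in 4 subclusters in which at least 3 of the genes Cd74, H2-Aa, H2-Eb1 and H2-Ab1 were raised. The 2 subclusters in which at least 3 of the MM3 genes F13a1, Cd163, Mrc1, Ms4a7 and Pf4 were raised held 70 monomer cells. In 4 other subclusters at least 3 of Nav2, Nav3, Ldlrad4, Dennd4a and Csmd3 were raised, and these held 49 monomer cells. The last 4 subclusters had 9519 to 17507 CPM of the 10 MG markers together, against 2393 to 5435 CPM in the 4 subclusters with raised antigen presentation genes.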

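Gng10 (ENSMUSG00000038607, chromosome 4, 59035088 to 59041903 in mm10) had 265 CPM in the MM of PBS (exact Poisson 95% interval 248 to 283) and 221 CPM in those of monomer (203 to 240). Ldhb (ENSMUSG00000030246, chromosome 6, 142490249 to 142507957) had 137 CPM (124 to 150) and 86.5 CPM (75.6 to 98.6). The intervals cover counting error only.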

Examining their transcriptional profiles, *Gng10* and *Ldhb* were highly expressed in the MM1 cluster, while genes related to antigen presentation, *H2-Eb1, H2-Aa, H2-Ab1,* and *Cd74* (55, 56), were enriched in MM2 and MM4 (Supplemental Figs. 4A, B). Genes related to macrophage function and signal transduction, including *F13a1, Cd163, Mrc1, Ms4a7,* and *Pf4* (57) were differentially expressed in MM3, while *Nav2, Nav3, Ldlrad4, Dennd4a,* and *Csmd3*, genes associated with Alzheimer’s Disease, Autism Spectrum Disorders (ASD), aging, axon guidance and signal transduction (58–63) were elevated in MM4. 

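Of the 19 MM subclusters, 0 had all 3 of Nfib, Dnm3 and Fermt2 raised, and no subcluster was matched to MM5.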

Only MM5 expressed *Nfib, Dnm3,* and *Fermt2* (Supplemental Figs. 4A, B). GSEA revealed that the MM2 and MM4 clusters were enriched in IFN-α and IFN-γ responses, IL-6-JAK-STAT3 signaling, TNF-α signaling via NF-κB, Hedgehog signaling, inflammatory responses and hypoxia (Supplemental Fig. 4C).

We examined whether the MM clusters changed with PFF injection. 

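Nav3 (ENSMUSG00000020181, chromosome 10, 109681259 to 110456204 in mm10) had 369 CPM in the MM of monomer (exact Poisson 95% interval 346 to 394) and 778 CPM in PFF + VH (750.5 to 806). Csmd3 (ENSMUSG00000022311, chromosome 15, 47580637 to 48792063) had 641 CPM (610.5 to 673) and 1358 CPM (1322 to 1395), and Nav2 (ENSMUSG00000052512, chromosome 7, 48908716 to 49610090) 341 CPM (319 to 364) and 570 CPM (546 to 594). Ldlrad4 rose less, from 474 CPM (448 to 502) to 601 CPM (577 to 626), and Dennd4a from 1156 CPM (1115 to 1199) to 1268 CPM (1233 to 1303). In PBS the values were 627 CPM for Nav3, 1269 CPM for Csmd3 and 482 CPM for Nav2, closer to PFF + VH than to monomer. Cells with a UMI of at least 3 of these 5 genes were counted after each cell was thinned to 1000 UMIs, since the libraries differ in depth. They made up 25.2% of MM in PBS, 15.5% in monomer, 47.6% in PFF + VH (exact binomial 95% interval 44.7 to 50.5) and 12.5% in PFF + AZD1480. Cells too shallow for thinning numbered 30, 35, 334 and 59, and the unthinned shares were 42.9%, 39.4%, 65.9% and 41.0%. B cells, which were taken as a class that should lack the signature, had it in 13.5% of cells in PBS, 17.1% in monomer, 55.1% in PFF + VH and 11.9% in PFF + AZD1480. The median depth of the counted cells of PFF + VH was 2404.5 UMIs in MM and 2618.5 UMIs in B cells. The share in MM of PFF + VH was thus not above that in B cells of the same library. MG, in which 77.9% to 85.7% of cells had the signature, express these genes in all 4 libraries.

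**Figure D1:**
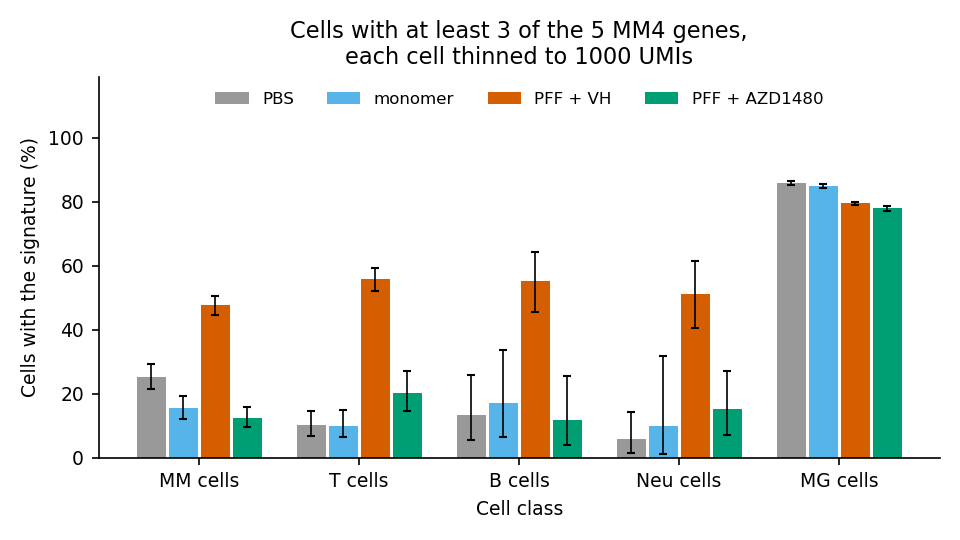
Share of cells (%) with a UMI of at least 3 of the 5 genes Nav2, Csmd3, Nav3, Ldlrad4 and Dennd4a after thinning to 1000 UMIs, by cell class and library; error bars are exact binomial 95% intervals and cover counting error only. In MM, T, B and Neu cells alike the PFF + VH library is the highest, at 47.6%, 55.8%, 55.1% and 51.0%.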

MM1, MM2, MM3, and MM4 cell numbers increased in Line 61-PFF mice compared to monomer, with the MM4 cluster showing the greatest increase (Figs. 4A, B), and DEG analysis revealed upregulated expression of MM4 genes (Fig. 4C).

AZD1480 treatment reduced MM2, MM3, and MM4 cell numbers, almost eliminating the MM4 cluster, and increased MM1 cell numbers (Fig. 4B). 

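MM numbered 524 in the PFF + AZD1480 library, 4.02% of its cells (exact binomial 95% interval 3.69 to 4.38). Per hashtag, MM made up 3.11% ± 0.817 (SD, n = 5) of single-hashtag cells in PFF + AZD1480 and 4.51% ± 0.891 (SD, n = 4) in PFF + VH. Only 61.6% of the MM of PFF + AZD1480 and 54.0% of those of PFF + VH enter these shares, because 36.1% and 18.9% carried more than 1 hashtag and 2.29% and 27.1% none, and the difference is wider per hashtag than by library. The difference was not past the threshold after adjustment over 5 classes (two-sided exact permutation test, p = 0.0317, adjusted p = 0.0794). The hashtags overlapped, with 1.93% to 4.19% in PFF + AZD1480 and 3.53% to 5.68% in PFF + VH. Centring the hashtag values within cells, an alternative added after the data were seen, moved the adjusted p to 0.0397. The MM4 signature was present in 10.9% ± 3.65 (SD, n = 5) of MM in PFF + AZD1480 and in 38.9% ± 13.4 (SD, n = 4) in PFF + VH (two-sided exact permutation test, p = 0.0159). Hashtag 3 of PFF + VH had the highest share, 58.8%, and without it the mean of PFF + VH was 32.2% (p = 0.0357 by the same exact test). The 4 subclusters in which MM4 genes were raised held 446 cells of PFF + VH, 36 of PFF + AZD1480, 106 of PBS and 49 of monomer. Of the 446, 305 lay in 1 subcluster with a median depth of 911 UMIs and Ccdc152 and Gm42418 among its leading genes. It held 6 cells of PFF + AZD1480, 1 of PBS and 5 of monomer. The only subcluster with all 5 genes raised held 60 cells of PFF + VH, 18 of PFF + AZD1480, 50 of PBS and 26 of monomer. The PFF + VH hashtags had 182 to 227 MM each and those of PFF + AZD1480 27 to 83.

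**Figure D2:**
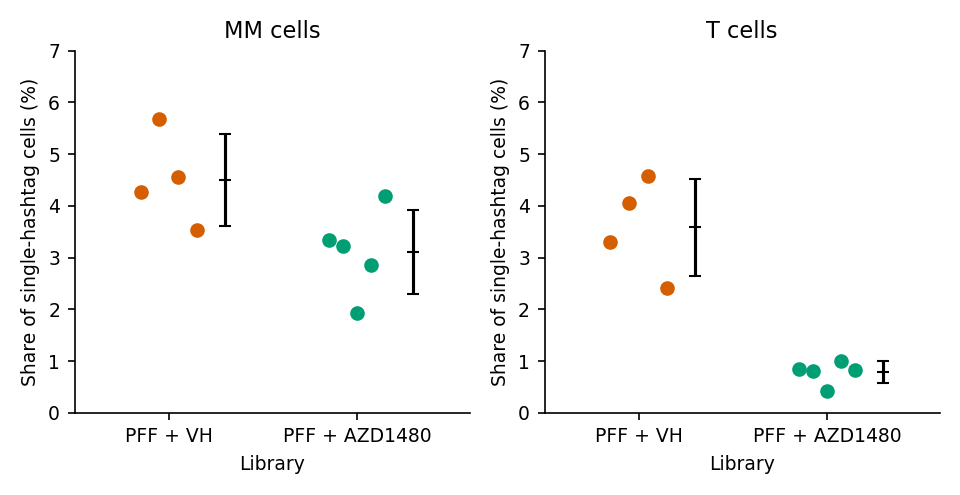
Share (%) of single-hashtag cells that are MM (left) and T (right), by library; each point is a hashtag, and the bar beside the points is the mean with the SD. All 5 hashtags of PFF + AZD1480 lie below all 4 of PFF + VH for T cells but not for MM.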

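Counts of the MM cells were summed per hashtag and compared with edgeR's quasi-likelihood test, with Benjamini-Hochberg adjustment over 5968 genes. Nav3 was lower in PFF + AZD1480, with 261 ± 75.5 CPM (SD, n = 5) against 651 ± 160 CPM (SD, n = 4), a log2 fold change of -1.36 (standard error 0.22, edgeR adjusted p = 0.0040). Nav2 had 209.8 ± 53.4 CPM against 469 ± 99.1 CPM (log2 fold change -1.16, standard error 0.20, edgeR adjusted p = 0.0069). Csmd3 had 466 ± 280.3 CPM against 1090 ± 247 CPM, a log2 fold change of -1.30 (standard error 0.31, edgeR adjusted p = 0.0389). Every hashtag of PFF + AZD1480 was below every hashtag of PFF + VH for these 3 genes. The call held under all 11 alternatives for Nav3 and Nav2 and under 7 for Csmd3, which also kept it with only 2 of the 9 hashtags left out in turn. Ldlrad4 was lower by less than the threshold allows (log2 fold change -0.69, edgeR adjusted p = 0.100). Dennd4a was not lower (log2 fold change 0.15, edgeR adjusted p = 0.803), and its sign changed under some alternatives. The 4 antigen presentation genes H2-Eb1 (chromosome 17, 34305867 to 34316674 in mm10), H2-Aa, H2-Ab1 and Cd74 had log2 fold changes of 0.24, 0.31, 0.23 and 0.24, with edgeR adjusted p from 0.505 to 0.655. The mix of cells differed: the 4 subclusters with these genes raised held 14.2% of the MM of PFF + VH and 28.2% of those of PFF + AZD1480. These values over all MM therefore also follow the mix and are not values within the paper's MM2 and MM4. The list used here holds 18 genes that the paper names for MM, without its MM5 genes Nfib, Dnm3 and Fermt2. Of these 18, 10 passed the threshold when adjusted over the list alone and 6 when adjusted over all genes tested. The paper chose its genes on these samples, so the number over the list is not independent evidence. Nav2, Nav3 and Csmd3 are also expressed by MG, and in PFF + VH their UMIs were found in every cell class.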

*H2-Eb1, H2-Aa, H2-Ab1,* and *Cd74* genes were suppressed in the MM2 and MM4 clusters (Figs. 4C, D) and *Nav2, Csmd3, Nav3, Ldlrad4,* and *Dennd4a* in the MM4 cluster (Fig. 4C). Collectively, these results suggest that MM4 is a potentially pathogenic cluster that emerges after PFF injection, and AZD1480 treatment abrogates the appearance of the MM4 cluster.

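Among 5968 genes, 117 differed in MM between PFF + AZD1480 and PFF + VH (edgeR adjusted p under 0.05), 47 higher and 70 lower. The number was 32 with doublets called by Scrublet left out and 326 with no filter on low counts, the lowest and highest of the alternatives. Groups of hashtags did not overlap for 298 of the genes tested (4.99%), where chance gives 1.59%. A set of 16 JAK/STAT target genes fixed beforehand, 11 of them tested, was lower in PFF + AZD1480 with a median log2 fold change of -0.21 (limma's camera, adjusted p = 0.0399), 6 genes being lower and 5 higher. The 4 MHC Class II genes were higher (limma's camera, adjusted p = 0.0745). Under fry, a rotation test, neither set passed the threshold in MM. From the rise of MM4 cells and MM4 genes after PFF and their fall with AZD1480, the paper proposes that MM4 is a potentially pathogenic cluster and that AZD1480 prevents its appearance.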

### AZD1480 Treatment Reduces MG Cluster Cell Numbers but Does Not Influence Transcriptional Profiles in Line 61-PFF Mice.

Microglia play a critical role in PD pathogenesis (64–66), so we assessed their transcriptional profiles in Line 61 mice. MG1, MG3, MG4, and MG6 were the major MG clusters found in the PBS and monomer groups, with no differences in the percentage or cell numbers of the 9 MG clusters (Supplemental Figs. 3B, C). 

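Over the 23 MG-like clusters, the share of a library's cells in a cluster differed between PBS and monomer by a median of 0.393 percentage points. The largest fall was from 6.98% in PBS to 4.94% in monomer and the largest rise from 1.77% to 2.80%. Over the 3447 genes with a mean of at least 50 CPM in MG, the median absolute log2 ratio of monomer to PBS was 0.06.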

All MG clusters expressed the canonical gene markers *P2ry12* and *Cx3cr1*. 

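P2ry12 (ENSMUSG00000036353, chromosome 3, 59216272 to 59262871 in mm10) was found in all 23 MG-like clusters of every library. Its lowest level in a cluster was 675 CPM in PBS, 719.8 CPM in monomer, 644 CPM in PFF + VH and 543 CPM in PFF + AZD1480. Cx3cr1 (ENSMUSG00000052336, chromosome 9, 119901616 to 120069879) had at least 1753, 1758, 1549 and 1749 CPM in the same order. Both genes are among the markers by which the MG-like clusters were named.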

MG1 strongly expressed *Klf2* and *Egr3*, MG3 expressed *Maf* and *Slc2a5*, and MG5 expressed *Spp1* and *Apoe*. Although MG2 primarily upregulated *Gm42418* and *Cmss1,* and MG4, *Gng10* and *Alox5ap*, neither does so exclusively. 

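Gm42418 (ENSMUSG00000098178) is a lincRNA on the plus strand of chromosome 17, from 39846958 to 39848788 in mm10. Over all of its 1831 bp it overlaps CT010467.1, an rRNA gene on the minus strand (39846353 to 39848827), and over 923 bp AY036118, a lincRNA on that strand. Cmss1 (ENSMUSG00000022748), on the minus strand of chromosome 16 from 57302000 to 57606864, contains Filip1l (57353093 to 57573126) on the plus strand. Reads of such overlapping genes can be hard to assign, so both genes carry that uncertainty. Across the 23 MG-like clusters, Gm42418 ranged from 5194 to 8831 CPM in PBS, from 6009 to 9299 CPM in monomer, from 8079 to 18134 CPM in PFF + VH and from 6800.4 to 12238 CPM in PFF + AZD1480. Cmss1 ranged from 729.95 to 1585 CPM in PBS, 804 to 1826 CPM in monomer, 1514 to 3359 CPM in PFF + VH and 1170.4 to 2772 CPM in PFF + AZD1480. Both were thus found in every cluster of every library.

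**Figure D3:**
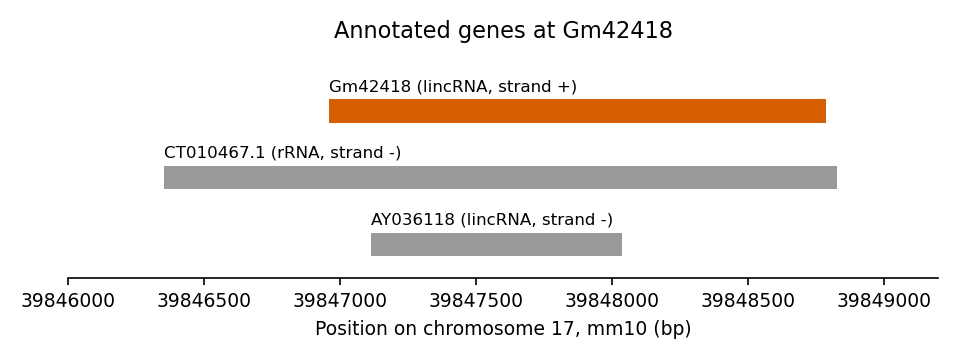
Annotated genes on chromosome 17 of mm10 at Gm42418; the axis is the position in bp, and each bar is a gene with its type and strand. Gm42418 lies wholly within the rRNA gene CT010467.1 on the opposite strand.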

MG6 upregulated two genes, *Snx29* and *Anks1*, and downregulated *Maf* and *Slc2a5*. The MG7 cluster upregulated *Stat3* and *Cd83* and downregulated *Klf2* and *Egr3*. 

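Over all MG, Stat3 (ENSMUSG00000004040, chromosome 11, 100885098 to 100939540 in mm10) had 478 CPM in PBS, 474 CPM in monomer, 401 CPM in PFF + VH and 358 CPM in PFF + AZD1480. Cd83 (ENSMUSG00000015396, chromosome 13, 43784775 to 43803132) had 2212, 2313, 2283 and 3076 CPM in the same order. Klf2 had 1315, 1048, 919 and 893 CPM and Egr3 182, 136, 179 and 260.2 CPM. The hashtags put Stat3 at a log2 fold change of -0.19 in PFF + AZD1480 against PFF + VH (edgeR adjusted p = 0.186) and Cd83 at 0.40 (edgeR adjusted p = 0.0053).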

MG8 expressed *Top2a* and *Mki67*, and MG9 uniquely expressed *Ifit2*, *Ifit3*, *Oasl*, and *Irf7* (Supplemental Figs. 5A, B). GSEA revealed that the MG2 and MG9 clusters were enriched in IFN-α and IFN-γ response pathways, and MG2 was also enriched in TGF-β and PI3K-AKT-MTOR signaling (Supplemental Fig. 5C).

PFF injection increased MG2, MG4, MG5, MG8, and MG9 cell numbers compared to monomer injection (Figs. 5A, 5B), with MG2 showing the greatest increase. However, PFF injection did not change transcriptional profiles to any great extent (Fig. 5C). 

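Over all MG, the interferon-response genes Ifit2, Ifit3 and Irf7 had 22.6, 21.0 and 10.8 CPM in PFF + VH against 10.8, 9.55 and 3.89 CPM in monomer. Spp1 had 314 CPM (exact Poisson 95% interval 311 to 318) against 46.2 CPM (44.9 to 47.7), and 97.2 CPM in PBS. Apoe (ENSMUSG00000002985, chromosome 7, 19696109 to 19699188 in mm10) had 4590.2 CPM (4576 to 4604) against 1649 CPM (1640.5 to 1657). Gm42418 had 11833 CPM against 7215 CPM, a ratio of 1.64 in MG, with ratios of 1.87 in MM, 1.53 in T cells, 1.65 in B cells and 1.50 in Neu. These are differences between 1 library and another and were not tested.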

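Over the same genes with at least 50 CPM, the median absolute log2 ratio in MG was 0.18 between PFF + VH and monomer and 0.16 between PFF + AZD1480 and PFF + VH. Of 3447 genes, 16 differed by more than 2 times between PFF + VH and monomer, against 3 between monomer and PBS. There is no replicate check of these ratios.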

While AZD1480 treatment reduced cell numbers of MG1, MG4, MG5, MG8, and MG9 clusters overall and MG2 cell numbers to the low levels seen in monomer mice (Fig. 5B), DEG analysis identified only subtle changes in *Gm42418, Cmss1, Apoe,* and *Actb* (Figs. 5C, D).

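In MG, Gm42418 was lower in PFF + AZD1480, with 8232 ± 134 CPM (SD, n = 5) against 11555 ± 363 CPM in PFF + VH (SD, n = 4), a log2 fold change of -0.49 (standard error 0.05, adjusted p = 1.0e-04 from edgeR's quasi-likelihood test). Cmss1 had 1816 ± 13.0 CPM against 2471 ± 82.1 CPM (log2 fold change -0.44, standard error 0.05, edgeR adjusted p = 7.5e-05). Actb (ENSMUSG00000029580, chromosome 5, 142903115 to 142906754 in mm10) had 4688 ± 253 CPM against 6683 ± 391 CPM, a log2 fold change of -0.51 (standard error 0.06, edgeR adjusted p = 1.8e-04). Apoe was lower by less than its spread between hashtags allows to call, with 3321 ± 1029 CPM against 4853 ± 1240 CPM (log2 fold change -0.55, standard error 0.22, edgeR adjusted p = 0.0873). Over 13481 genes, 3624 had an adjusted p under 0.05, 1696 higher and 1928 lower in PFF + AZD1480. Their median absolute log2 fold change was 0.31, and 251 of them (6.93%) reached 1. Over the alternatives it stayed between 3177 and 3669. Of a list of 12 genes that the paper names for MG, 9 passed when adjusted over the list alone and 8 when adjusted over all genes. The list leaves out other MG genes of the paper, such as Maf, Slc2a5 and Top2a. The paper chose its genes on these samples. The 16 JAK/STAT target genes were all lower in PFF + AZD1480, with a median log2 fold change of -0.82 (limma's camera, adjusted p = 2.0e-15), and this call also held under fry. Among them, Ifit3 had 4.34 ± 1.96 CPM against 23.5 ± 1.84 CPM. The hashtags of each group share a library, so that a library difference is part of every one of these values. The paper states that AZD1480 lowered the cell numbers of several MG clusters while MG transcriptional profiles changed little.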

### scRNA-Seq Reveals an PFF-induced T-cell Inflammatory Cluster Which is Modulated by AZD1480 Treatment.

We identified five T-cell clusters (T1 to T5; Fig. 6A and Supplemental Figs. 3A, E). 

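The T cells were reclustered into 13 subclusters with the T3 genes, Gata3 and Il4 left out of the clustering. Of the 212 monomer T cells, 67 lay in the 2 subclusters in which at least 3 of the T1 genes were raised. Of the 268 PBS T cells, 98 did. Cd3d (ENSMUSG00000032094, chromosome 9, 44981786 to 44987339 in mm10) had 346 CPM in monomer T cells and Cd3e (ENSMUSG00000032093, chromosome 9, 44998740 to 45009627) 261 CPM.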

Most of the T-cells in monomer-treated mice were in cluster T1, which strongly expressed *Cd3e, Cd3d, Cd3g,* and *Trac*, genes encoding TCR (67). The T2 cluster expressed *Ncr1, Xcl1, Klrb1b,* and *Klrb1c; T4, Gzma* and *Klri2;* and T5, *Gata3*, a gene related to Th2 differentiation (68, 69) (Supplemental Figs, 6A, B). 

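In 2 subclusters the T2 genes and the T4 genes were raised together, and these held 89 PBS, 83 monomer, 73 PFF + VH and 25 PFF + AZD1480 cells. A single subcluster with at least 3 T5 genes raised held 11, 15, 10 and 13 cells. By the number of raised genes T2 and T4 were therefore not told apart. The leading genes of the 2 subclusters differed. The one with Xcl1, Ncr1 and Klrb1b among them held 48 PBS, 73 monomer, 50 PFF + VH and 25 PFF + AZD1480 cells. The one with Gzma and Klri2 among them held 41, 10, 23 and 0.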

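In T cells, C1qa (ENSMUSG00000036887, chromosome 4, 136895917 to 136898803 in mm10) had 819 CPM in monomer (exact Poisson 95% interval 770.4 to 869) and 4301 CPM in PFF + VH (4221 to 4383). C1qc (ENSMUSG00000036896, chromosome 4, 136889804 to 136893065) had 478 CPM (442 to 517) and 2306 CPM (2247 to 2365). Tnf had 88.1 CPM (72.8 to 106) and 539.98 CPM (512 to 569), and Il1b 39.5 CPM (29.5 to 51.8) and 210.2 CPM (193 to 229). Cst3 rose from 7528 to 28920 CPM, Cd83 from 249 to 1259 CPM and Csmd3 from 580.1 to 1754 CPM. Cells with a UMI of at least 3 of these 7 genes after thinning to 1000 UMIs made up 18.8% of T cells in PBS (exact binomial 95% interval 14.3 to 24.1), 20.7% in monomer (15.4 to 26.8), 88.2% in PFF + VH (85.6 to 90.4) and 52.9% in PFF + AZD1480 (45.2 to 60.5). Cells too shallow for thinning numbered 8, 4, 294 and 2. Without thinning the shares were 60.8%, 66.5%, 97.1% and 92.0%. B cells, taken as a class that should lack the signature, had it in 36.5% of cells in PBS, 40.0% in monomer, 87.3% in PFF + VH and 57.1% in PFF + AZD1480. The counted cells of PFF + VH had a median of 2130.5 UMIs in T cells and 2618.5 UMIs in B cells. The share in T cells was at the level of B cells in PFF + VH and in PFF + AZD1480, and below it in PBS and monomer, where the intervals overlapped. MG had the signature in 99.3% to 99.8% of cells in each library.

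**Figure D4:**
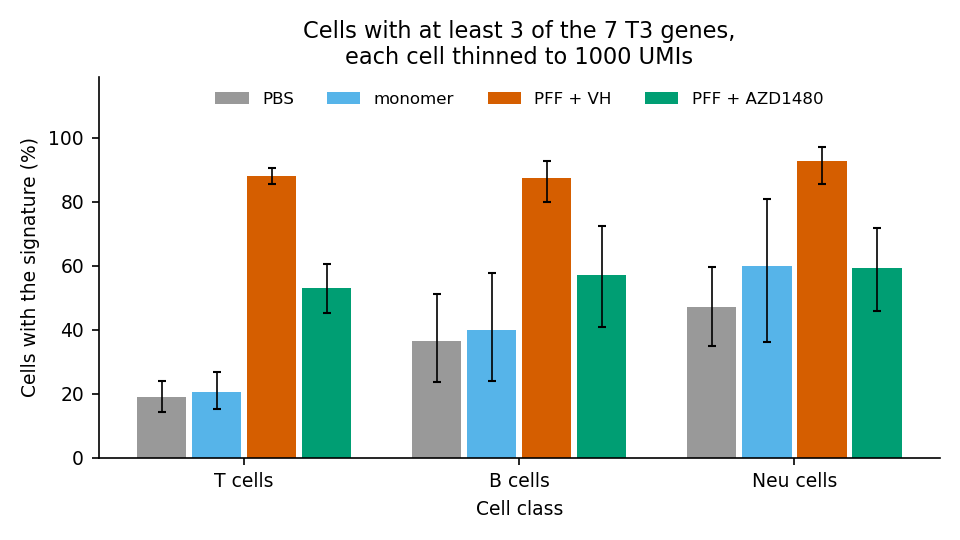
Share of cells (%) with a UMI of at least 3 of the 7 genes Cst3, Csmd3, C1qc, C1qa, Cd83, Tnf and Il1b after thinning to 1000 UMIs, by cell class and library; error bars are exact binomial 95% intervals and cover counting error only. The PFF + VH library is the highest in T, B and Neu cells, at 88.2%, 87.3% and 92.7%.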

Strikingly, PFF injection uniquely induced a new cluster, T3, which most strongly expressed numerous proinflammatory genes, including *Cst3, Csmd3, C1qc, C1qa, Cd83, Tnf,* and *Il1b* (Figs. 6A, B; Supplemental Figs. 6A-C). GSEA revealed that the T2 and T4 clusters were enriched in the IFN-γ response pathway and IL-2-STAT5 pathway, while PI3K-AKT-MOTR, IL-6-JAK-STAT3, TNF-α signaling via NF-κB and Notch signaling were enhanced in the T5 cluster. The T3 cluster showed enriched Myc-target signaling (Supplemental Fig. 6E). Cell numbers in the T1 and T2 clusters were increased by PFF injection, and as mentioned previously, the T3 cluster emerged only after PFF injection (Fig. 6B).

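T cells of the PFF + VH library had a median depth of 1483.5 UMIs, against 5511 in PBS, 6090.5 in monomer and 6222.5 in PFF + AZD1480. In 80.2% of them (exact binomial 95% interval 77.6 to 82.6) MG markers had more UMIs than T markers, compared with 15.7% in PBS, 13.2% in monomer and 41.4% in PFF + AZD1480. The subclusters in which T1 genes were raised held 24 cells of PFF + VH, and the 2 in which at least 3 T3 genes were raised held 323, against 23 of PBS and 14 of monomer. Those 2 subclusters had 10399.6 and 13318 CPM of the 10 MG markers together, at most 1215 CPM being found where T1 genes were raised.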

AZD1480 treatment reduced T1 and T2 cell numbers, with an almost complete abrogation of the T3 cluster (Figs. 6A, B). 

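T cells numbered 174 in the PFF + AZD1480 library, 1.34% of its cells (exact binomial 95% interval 1.15 to 1.55). Per hashtag they made up 0.786% ± 0.213 (SD, n = 5) of single-hashtag cells in PFF + AZD1480 and 3.59% ± 0.939 (SD, n = 4) in PFF + VH. Only 49.4% of the T cells of PFF + AZD1480 and 62.7% of those of PFF + VH enter these shares, because 50.0% and 20.5% carried more than 1 hashtag and 0.575% and 16.8% none. T cells were left out more often than the average cell in PFF + AZD1480 and less often in PFF + VH, so that the difference is wider per hashtag than by library. All 5 hashtags were below all 4 (two-sided exact permutation test, p = 0.0159, the smallest that 4 against 5 allow), and the adjusted p over 5 classes was 0.0794. From that smallest p, T cells could pass after adjustment only if other classes had low p too. The adjusted p therefore cannot decide against a difference in T cells. With clustering on log-normalized counts, which left most of these T cells of PFF + VH unnamed, the shares were 0.557% and 0.856% (exact permutation test, p = 0.0317, adjusted p = 0.0992). The T3 signature was present in 43.3% ± 12.1 (SD, n = 5) of T cells in PFF + AZD1480 and in 83.6% ± 5.32 (SD, n = 4) in PFF + VH (two-sided exact permutation test, p = 0.0159). Unthinned cells, the alternative that moved the difference most, gave 82.9% and 95.9% (exact permutation test, p = 0.0159), and clustering on log-normalized counts gave 26.7% and 52.7% (exact permutation test, p = 0.0476). The hashtags of PFF + AZD1480 had 6 to 29 T cells each and those of PFF + VH 140 to 197. The subclusters with raised T1 genes held 62 cells of PFF + AZD1480 and those with raised T3 genes 31.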

*Tnf, Il1b, C1qa*, and *C1qc* gene expression was also reduced upon AZD1480 treatment (Figs. 6C, D). 

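In T cells summed per hashtag, C1qc had 837 ± 356 CPM in PFF + AZD1480 (SD, n = 5) and 2414 ± 269 CPM in PFF + VH (SD, n = 4), a log2 fold change of -1.50 (standard error 0.22, adjusted p = 2.95e-04 from edgeR's quasi-likelihood test). C1qa had 1733 ± 827 CPM against 4586 ± 73.9 CPM (log2 fold change -1.39, standard error 0.23, edgeR adjusted p = 8.5e-04). Il1b (ENSMUSG00000027398, chromosome 2, 129364570 to 129371139 in mm10) had 64.9 ± 49.0 CPM against 252 ± 67.1 CPM, a log2 fold change of -1.71 (standard error 0.33, edgeR adjusted p = 0.0020). Tnf (ENSMUSG00000024401, chromosome 17, 35199381 to 35202007) had 239 ± 131 CPM against 615 ± 154 CPM (log2 fold change -1.30, standard error 0.28, edgeR adjusted p = 0.0045), and its hashtags overlapped. With clustering on log-normalized counts Tnf had a log2 fold change of 0.72, the opposite direction, and C1qc (-0.93) and C1qa (-0.94) were no longer past the threshold. These genes are abundant in MG, and the limit from B cells of the same libraries holds for them.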

Interestingly, AZD1480 restored expression of the naïve T-cell-related genes *Cd3d* and *Cd3e* (70, 71) in the T1 cluster as well as the Th2-related genes *Gata3* and *Il4* (72) in the T5 cluster (Figs. 6C, E).

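Cd3d had 341 ± 191 CPM in the T cells of PFF + AZD1480 (SD, n = 5) and 179.8 ± 82.0 CPM in those of PFF + VH (SD, n = 4), a log2 fold change of 1.07 (standard error 0.35, adjusted p = 0.0465 from edgeR's quasi-likelihood test). Cd3e had 270.5 ± 181 CPM against 138 ± 44.7 CPM (log2 fold change 1.16, standard error 0.34, edgeR adjusted p = 0.0275). Gata3 (ENSMUSG00000015619, chromosome 2, 9857078 to 9890034 in mm10) had 187 ± 78.9 CPM against 74.7 ± 29.0 CPM, a log2 fold change of 1.40 (standard error 0.32, edgeR adjusted p = 0.0061). The hashtags of the groups overlapped for Cd3d and Cd3e but not for Gata3. Under the 11 alternatives the call held 5 times for Cd3d, 7 times for Cd3e and 9 times for Gata3, and with each of the 9 hashtags left out in turn 1, 3 and 9 times. Il4 (ENSMUSG00000000869) had too few counts to be tested, with 10 UMIs in the T cells of PBS, 13 in monomer, 11 in PFF + VH and 21 in PFF + AZD1480. The log2 fold change was 0.23 for Cd3d and 0.37 for Cd3e with clustering on log-normalized counts (edgeR adjusted p = 0.940 and 0.841). These are values over all T cells, since the T1 and T5 clusters of the paper were not matched by number, and the mix of cells differed: subclusters with raised T1 genes held 35.6% of the T cells of PFF + AZD1480 and 2.35% of those of PFF + VH.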

Collectively, these results reveal that a novel inflammatory T-cell cluster, T3, is induced in response to PFF injection, and is associated with neuroinflammatory responses. 

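Of the T cells of PFF + VH with the T3 signature, 28.4% carried more than 1 hashtag (182 of 640, exact binomial 95% interval 25.0 to 32.1). Of those without it, 12.8% did (11 of 86, 6.56 to 21.7). In PFF + AZD1480 the shares were 60.4% (49.6 to 70.5) and 39.5% (28.8 to 51.0). Over all cells of these libraries, 11.6% and 13.5% carried more than 1 hashtag. Droplets of 2 cells from the same hashtag cannot be seen this way. From the T3 cells found after PFF and the proinflammatory genes they express, the paper concludes that PFF induces an inflammatory T-cell cluster.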

AZD1480 treatment significantly decreased T3 cell numbers and suppressed proinflammatory gene expression. 

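Among 3312 genes tested in T cells, 474 had an edgeR adjusted p under 0.05 between PFF + AZD1480 and PFF + VH, 189 higher and 285 lower. Groups of hashtags did not overlap for 405 of the genes tested (12.2%), more than the share that chance gives. With clustering on log-normalized counts the number was 2, the alternative that moved it most. Of a list of 11 genes that the paper names for T cells, 10 were tested. All 10 passed when adjusted over the list alone and 9 when adjusted over all genes. The list leaves out other T cell genes of the paper, such as Cd3g, Trac and Gzma. The paper chose its genes on these samples. Cst3 had a log2 fold change of -1.04 (edgeR adjusted p = 0.0045), Cd83 one of -1.25 (edgeR adjusted p = 0.0012) and Csmd3 one of -0.93 (edgeR adjusted p = 0.167).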

AZD1480 also restored T1 and T5 transcriptional profiles, suggesting that the JAK/STAT pathway affects T-cells in the Line 61-PFF model of PD.

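Of the 16 JAK/STAT target genes, 7 were tested in T cells and 5 of these were lower in PFF + AZD1480, with a median log2 fold change of -0.38 (limma's camera, adjusted p = 0.386). The mean, at -0.20, had the same sign. Only 2 MHC Class II genes were tested, with a median log2 fold change of -1.17 (limma's camera, adjusted p = 0.0399), and this call also held under fry. The value is over different mixes of cells, since a T subcluster led by Mrc1, Pf4 and H2-Aa held 139 cells of PFF + VH and 9 of PFF + AZD1480.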

## DISCUSSION

Developing a pre-clinical model of PD that closely resembles human PD is crucial in understanding the mechanisms that influence onset and progression of the disease and identifying potential therapeutic targets. We have generated a new pre-clinical PD model by injecting human PFF into Line 61 mice that express wild-type human α-Syn. This model, Line 61-PFF, is characterized by increased expression of MHC Class II and infiltration and activation of innate and adaptive immune cells in the midbrain, thereby exhibiting a strong neuroinflammatory response. We utilized single-cell transcriptomics, a powerful research tool that enables high-resolution analysis of gene expression (45, 73–75) to evaluate the transcriptional profiles of immune cells infiltrating into the midbrain of Line 61-PFF. Most strikingly, we identified two unique clusters, MM4 and T3, that were induced by PFF injection. A JAK1/2 inhibitor, AZD1480, was used to investigate the effect of blocking the JAK/STAT pathway on neuroinflammation. Our results revealed an immunosuppressive effect of JAK1/2 inhibition by reducing immune cell infiltration in the brain, and inhibiting proinflammatory transcriptional profiles. These findings indicate the therapeutic potential of JAK/STAT blockade in the treatment of neurodegenerative diseases with pronounced neuroinflammation.

To define the heterogeneity of immune cells involved in neuroinflammation in Line 61-PFF mice, scRNA-Seq was utilized. 

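In the MM of the PFF + VH library H2-Eb1 had 2622 CPM (exact Poisson 95% interval 2572 to 2673), against 4929 CPM in monomer (4844 to 5016) and 2689 CPM in PBS (2634 to 2746). H2-Aa had 3445 CPM against 6208 CPM in monomer and 3662 CPM in PBS, H2-Ab1 2866 CPM against 5375 and 3028 CPM, and Cd74 8546 CPM against 14461 and 8944 CPM. Malat1 had 20728 CPM in PFF + VH, 17628 CPM in monomer and 18436 CPM in PBS. Over all MM the 4 antigen presentation genes were thus lower in PFF + VH than in monomer and near their level in PBS. The mix of cells differed too: the 4 subclusters in which these genes were raised held 35.1% of the MM of monomer and 14.2% of those of PFF + VH. In the 2 largest of them, Cd74 had 24755 and 23893 CPM in monomer and 22142 and 20530.4 CPM in PFF + VH.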

We identified 5 monocyte/macrophage (MM) clusters and a significant effect of PFF injection on the MM4 cluster, enhancing expression of the antigen-presentation genes *H2Eb1, H2-Aa, H2-Ab1*, and *Cd74* as well as genes related to neurological diseases and pro-inflammatory M1 polarization, including *Nav2, Nav3, Malat1, Csmd3, Ldlrad4*, and *Dennd4a* (58–63). Neuron navigator 2 (*Nav2*) is highly expressed in patients with rheumatoid arthritis (RA); it is considered a pathogenic gene for RA (76), and STAT3 activation has been shown to upregulate its expression in RA synoviocytes (77). Several single-nucleotide polymorphisms (SNPs) in the *Nav2* gene are associated with the risk and age at onset of AD (78). Note that STAT3 is activated in Line 61-PFF mice (Fig. 3), and AZD1480 treatment suppresses *Nav2* expression in the MM4 cluster (Fig. 4C). In addition, GSEA revealed that the MM4 cluster was enriched in TNF-α signaling (Supplemental Fig. 4C), and TNF-α has been shown to significantly increase *Nav2* expression (76). In Line 61-PFF mice, we found enriched *Tnf* gene expression in the PFF-induced T3 cluster (Supplemental Fig. 6A), suggesting that the increase in MM4 *Nav2* expression may be induced by T3-derived TNF-α. The expression of CUB and Sushi multiple domains 3 (*Csmd3*) and neuron navigator 3 (*Nav3*), genes related to ASD (58–61), is also elevated in the MM4 cluster and suppressed by AZD1480 treatment (Fig. 4C).

Recent studies demonstrated that monocyte-derived disease inflammatory macrophages (DIMs) accumulate during aging, inflammation, and AD (79–81). The DIM-conserved transcriptional signature includes genes such as *Il1a, Il1b, Tnf, Cd49f, Cd54* and *Cd83* (79). The MM4 cluster induced by PFF injection expresses many of these genes. Enrichment analysis identified that the MM4 cluster was enriched in inflammatory response, ROS signaling, and TNF-α signaling pathways (Supplemental Fig. 4C), indicating a pro-inflammatory phenotype. These observations indicate the MM4 cluster identified in Line 61-PFF mice exhibits inflammatory gene signatures of DIMs (79). Importantly, AZD1480 treatment abrogated the presence of the MM4 cluster. These findings identify the MM4 cluster as a potential therapeutic target for PD.

The MM3 cluster identified in Line 61-PFF mice resemble the disease-activated border-associated macrophages (DaBAMs) identified in another α-Syn model of PD (57). Both are characterized by high expression of genes such as *Cd163, F13a1, Pf4, Mrc1, Ms4a7*, and *Apoe*. ApoE mediates neuroinflammation and neurodegeneration in AD (82, 83). The *APOE* genotype directly influences the development of α-synuclein pathology in PD dementia (84, 85). Mouse models of α-synucleinopathy showed that *APOE4* exacerbated α-synuclein pathology in the absence of amyloid (86, 87). 

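Over all MM, Apoe had 21873 CPM in PBS, 27160 CPM in monomer, 15738 CPM in PFF + VH and 22734 CPM in PFF + AZD1480. Per hashtag it had 24319.5 ± 3460 CPM in PFF + AZD1480 (SD, n = 5) and 18829.5 ± 4675 CPM in PFF + VH (SD, n = 4), a log2 fold change of 0.37 (standard error 0.19, adjusted p = 0.417 from edgeR's quasi-likelihood test). It was not lower with AZD1480 over the whole class. The mix of cells differed, since the 2 subclusters with raised MM3 genes held 11.2% of the MM of PFF + VH and 23.5% of those of PFF + AZD1480.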

*Apoe* expression was elevated in the MM3 cluster (Supplemental Fig. 4A) and suppressed by AZD1480 treatment (Fig. 4C). Collectively, our results point to MM4 and MM3 as potentially pathogenic clusters and demonstrate that AZD1480 treatment inhibits proinflammatory gene expression to reduce neuroinflammation.

Studies demonstrate the essential role of T-cells in the neuropathogenesis of PD (9, 15, 16, 21) and associate α-Syn-specific, proinflammatory CD4^+^ T-cell reactivity with preclinical and early PD (13). Several scRNA-Seq studies have focused on T-cells isolated from the blood and cerebrospinal fluid of PD patients, demonstrating the differentiation and expansion of peripheral CD8^+^ T-cells and CD4^+^ T-cells, as well as the interaction of peripheral CD4^+^ T-cells with endothelial cells in PD patients (53, 88, 89). A recent snRNA-Seq study revealed an increased frequency of T-cells within the SNpc from postmortem PD patients (52). However, little is known about the transcriptional features of T-cells in PD, especially T-cells infiltrating the CNS. We identified increased percentages and numbers of T-cell clusters in Line 61-PFF mice (Supplemental Fig. 3 and Figs. 6A, B). Wang et al revealed activated and expanded T-cell populations in the blood of PD patients compared to healthy controls (89). The T-cell cluster 11 in their study was enriched in *KLRB1* (kill cell lectin like receptor B1) expression with clonal expansion in the blood. Our scRNA-Seq analysis showed that the T2 cluster had elevated expression of *Klrb1b* and *Klrb1c* (orthologous to human *KLRB1*), which resembles the human T-cell cluster C11 in peripheral blood of patients with PD (89). Another scRNA-Seq study using human PD peripheral blood showed that PD-associated cytotoxic CD4^+^ T-cells exhibited a significant increase in proportion and enhancement of IFN-γ responses (53). Consistent with this finding, GSEA demonstrated that the IFN-γ response pathway was enriched in T2 and T4 clusters from Line 61-PFF mice (Supplemental Fig. 6E).

Our scRNA-Seq analysis demonstrated a novel PFF-induced T-cell cluster, T3, which specifically expressed proinflammatory genes, including *Cst3, Csmd3, C1qc, Tnf,* and *Il1b*. AZD1480 treatment abolished the T3 cluster (Fig. 6B) and, surprisingly, restored the naïve T-cell cluster (T1) as well as expression of the Th2-related genes *Gata3* and *Il-4* in the T5 cluster (Fig. 6E). *Il4* and *Gata3* are critical for the differentiation of CD4^+^ Th2 cells, which have immunosuppressive functions (68, 69). Interestingly, idiopathic PD patients show low Gata3 mRNA levels (90), consistent with another study reporting significantly few Th2 cells in PD patients (91). IL-4 attenuates the inflammatory responsiveness of macrophages, which limits inflammasome activation, IL-1β production, and pyroptosis (92). We surmise that JAK inhibition may promote immunosuppressive functions in adaptive T-cells. However, the exact role of Th2 cells, *Gata3*, and *Il-4* in PD remains largely unknown. The JAK-STAT pathway has a critical role in the fate of T helper cell (Th) differentiation (26, 93). STAT3 plays a crucial role in T-cell pathogenicity, promoting inflammatory responses (94–97). In Line 61-PFF mice, STAT3 is activated in mononuclear cells from the midbrain, which may lead to the promotion of proinflammatory T-cells. AZD1480 treatment reduced STAT3 activation, which was associated with reduced neuroinflammation and abrogation of the T3 cluster.

In Line 61 mice, there is considerable pathology at 9–18 months of age, including accumulation of α-Syn, degeneration of TH positive neurons, microglial and astrocytic activation, elevation of inflammatory markers and CD4^+^ T-cell infiltration into the brain (36, 98). In Line 61-PFF mice, we observed a much earlier demonstration of α-Syn inclusions and neuroinflammatory responses at 4–6 weeks. However, no TH positive neuronal loss was observed in this model at 12 weeks following PFF injection, thus we were not able to assess the impact of inhibiting the JAK/STAT pathway on the neurodegenerative process. Future studies will require examination of longer time points or the use of other models with significant dopamine neuron loss in the SNpc to determine if neurodegeneration can be influenced by JAK/STAT pathway inhibition.

## Conclusion

In summary, studies in the novel Line 61-PFF model, which displays a strong neuroinflammatory response, identified two specific immune cell clusters, MM4 and T3, that express high levels of genes related to antigen presentation and neuroinflammation. We also showed the clinical potential of inhibiting the JAK/STAT pathway critical to immune cell infiltration and expression of signature genes in these pathogenic macrophage and T-cell clusters. Future studies targeting these genes/clusters may inform diagnostic markers and/or therapeutic approaches to prevent or ameliorate currently incurable neuroinflammatory and neurodegenerative diseases, such as PD.

## Figures and Tables

**Figure 1:**
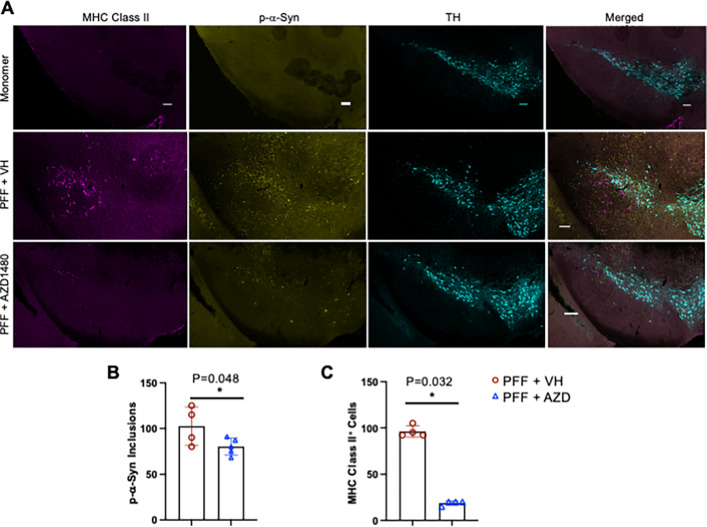
Increased MHC Class II Expression and a-Syn Phosphorylation in Line 61-PFF Mice. Male Line 61 mice (12–15 weeks old) were injected in the striatum with human a-Syn monomer (10 mg) or hPFF (PFF) (10 mg). Four weeks later, those injected with human a-Syn monomer were perfused for immunofluorescence. Two weeks later, those injected with hPFF, were treated with VH (DMSO) or AZD1480 (25 mg/kg/day) for an additional two weeks for a total of four weeks. **A.** Immunofluorescence performed in the SNpc detected MHC Class II (magenta), phospho-a-Syn (p-a-Syn) (yellow), or TH (cyan). The abundance of MHC Class II-positive cells or p-a-Syn inclusions was quantified using Fiji. **B.** An independent t-test showed significant differences in the number of MHC Class II-positive cells between VH- and AZD1480-treated groups. **C.** An independent t-test showed significant differences in the number of p-a-Syn-positive aggregates between groups. Scale bar = 100 μm. *p < 0.05.

**Figure 2:**
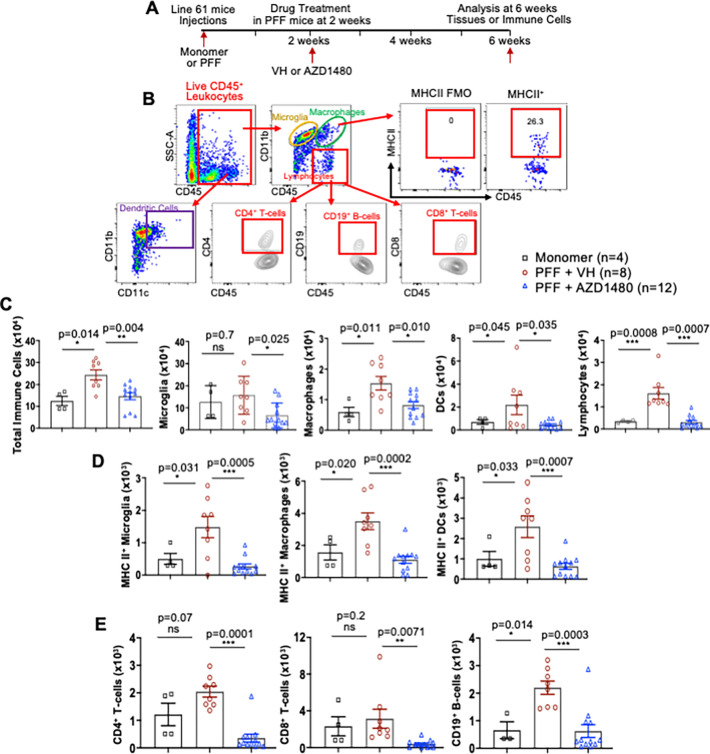
Experimental Design, Gating Strategy, and Flow Analysis of Innate and Adaptive Immune Cells from the Midbrain. **A.** Male Line 61 mice (12–15 weeks old) were injected in the striatum with monomer (10 mg) or PFF (10 mg). Two weeks after PFF injection, VH (DMSO) or AZD1480 (25 mg/kg/day) was administered by oral gavage for an additional four weeks for a total of six weeks. **B.** Mononuclear cells were isolated from midbrains. The gating strategy of flow cytometry analysis was as follows: CD45^Med^CD11b^+^ microglia, CD45^Hi^CD11b^+^ macrophages, CD45^+^CD11b^+^CD11c^+^ dendritic cells (DCs), CD45^+^CD11b^−^CD4^+^ T-cells, CD45^+^CD11b^−^CD8^+^ T-cells, and CD45^+^CD11b^−^CD19^+^ B-cells. Representative gating plots of MHC Class II expression in microglia, macrophages, and DCs are shown. Fluorescence minus one (FMO) was used as a control. **C.** Six weeks post injection, mononuclear cells were isolated from the midbrains of monomer (n=4), PFF + VH (n=8), or PFF + AZD1480 (25 mg/kg/day) (n=12) mice, then subjected to flow cytometry analysis. Absolute numbers of total CD45^+^ immune cells, CD45^Med^CD11b^+^ microglia, CD45^Hi^CD11b^+^ macrophages, CD45^+^CD11b^+^CD11c^+^ DCs, and CD45^+^CD11b^−^ lymphocytes are shown as mean ± SD. **D.** Absolute numbers of MHC Class II-positive CD45^Med^CD11b^+^ microglia, macrophages, and DCs are shown as mean ± SD. **E.** Absolute numbers of CD4^+^ T-cells, CD8^+^ T-cells, and CD19^+^ B-cells are shown as mean ± SD. Statistical significance was determined by ordinary one-way ANOVA. *p < 0.05, **p < 0.01, ***p < 0.001.

**Figure 3:**
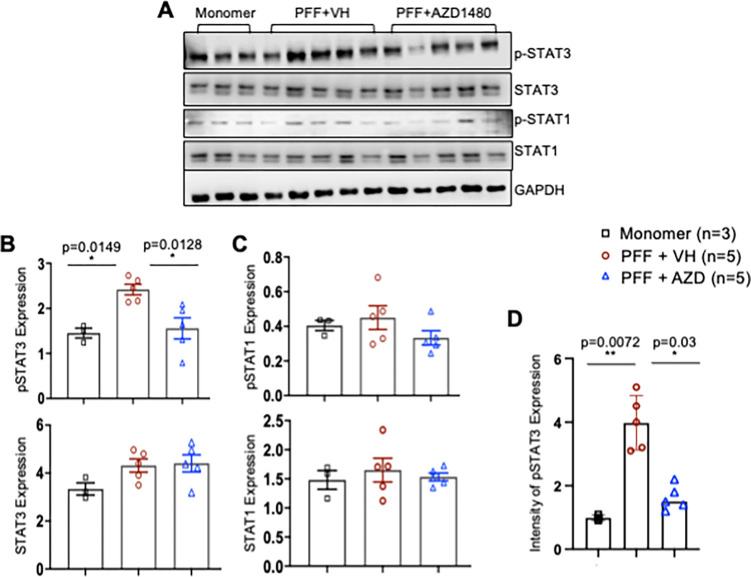
AZD1480 Inhibits PFF-induced STAT3 Phosphorylation in the Midbrain. **A.** Male Line 61 mice (12–15 weeks old) were injected in the striatum with monomer (10 mg) or PFF (10 mg). Two weeks after PFF injection, VH or AZD1480 (25 mg/kg/day) was administered by oral gavage for an additional four weeks. Lysates were obtained from mononuclear cells isolated from the midbrains of monomer (n=3), PFF + VH (n=5), or PFF + AZD1480 (n=5) mice at six weeks and immunoblotted with the indicated antibodies. **B.** Fold-induction of p-STAT3 and total STAT3 was calculated by normalizing to GAPDH using ImageJ 1.53t. **C.** Fold-induction of p-STAT1 and total STAT1 was calculated by normalizing to GAPDH using ImageJ 1.53t. **D.** Quantification of p-STAT3 levels in the SNpc (4 sections/sample) using immunohistochemistry from monomer (n=3), PFF + VH (n=5), or PFF + AZD1480 (n=5) mice six weeks post injection. Statistical significance was determined by ordinary one-way ANOVA. *p < 0.05, **p < 0.01.

**Figure 4:**
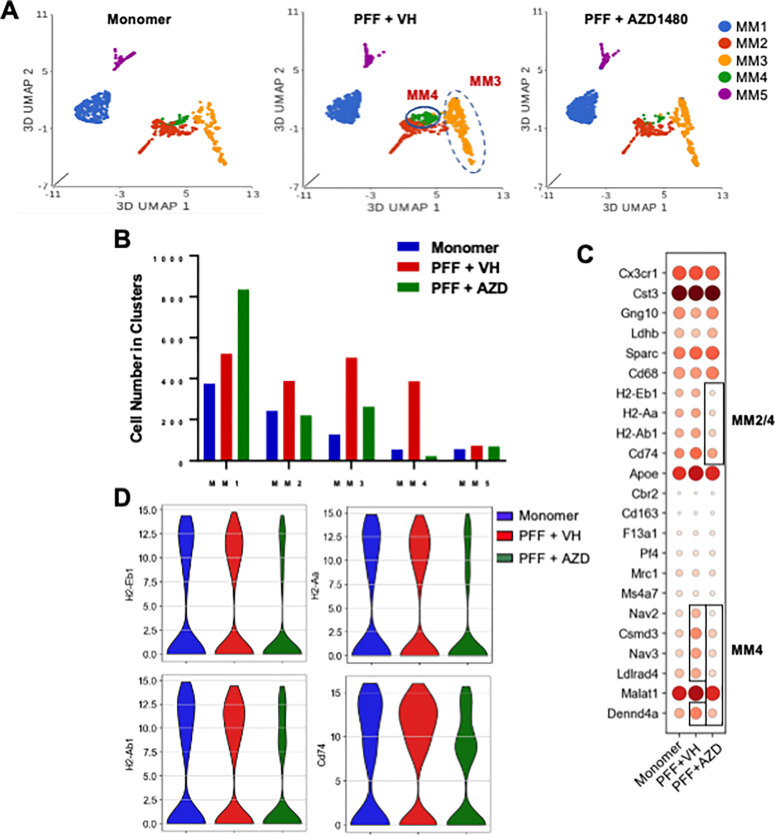
scRNA-Seq Reveals an PFF-induced MM Inflammatory Cluster Which is Modulated by AZD1480 Treatment. **A.** UMAP visualization of MM clusters from monomer, PFF + VH, or PFF + AZD1480 (25 mg/kg/day) mice. **B.** Cell numbers of the five MM clusters analyzed by scRNA-Seq. **C.** Dot plot of conserved marker genes in the five MM clusters across groups. **D.** Violin plots showing the expression-level distribution of MHC Class II genes across groups.

**Figure 5:**
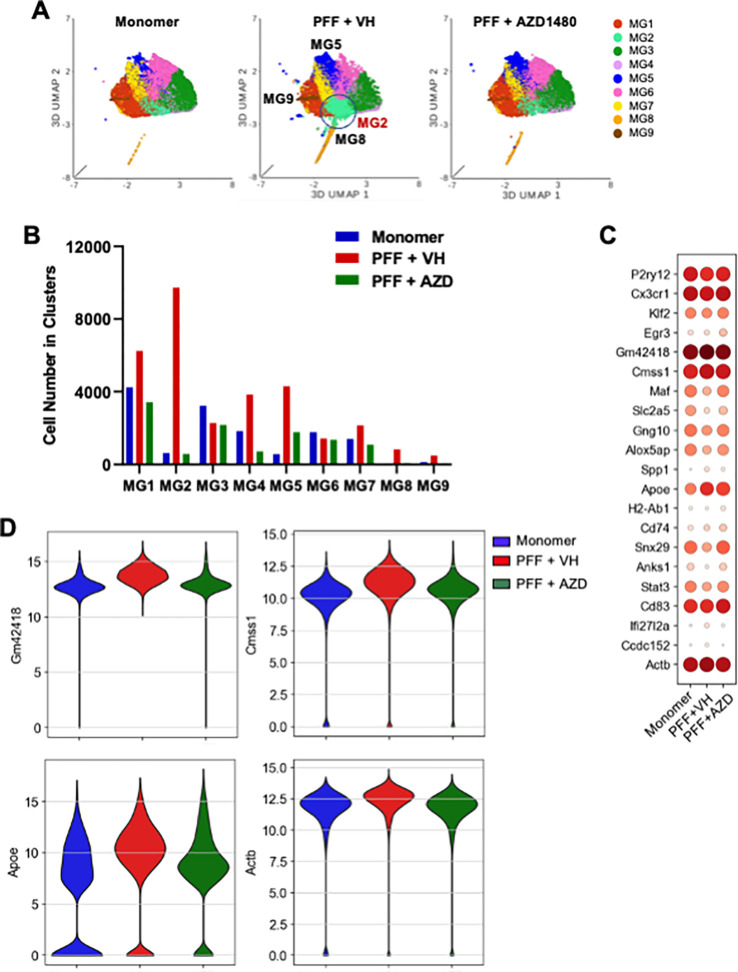
AZD1480 Treatment Reduces Cell Numbers but Does Not Influence MG Clusters’ Transcriptional Profiles in Line 61-PFF Mice. **A.** UMAP visualization of MG clusters from monomer, PFF + VH, or PFF + AZD1480 (25 mg/kg/day) mice. **B.** Cell numbers of the nine MG clusters analyzed by scRNA-Seq. **C.** Dot plot of conserved marker genes in the nine MG clusters across groups. **D.** Violin plots showing the expression-level distribution of genes related to inflammatory responses across groups.

**Figure 6:**
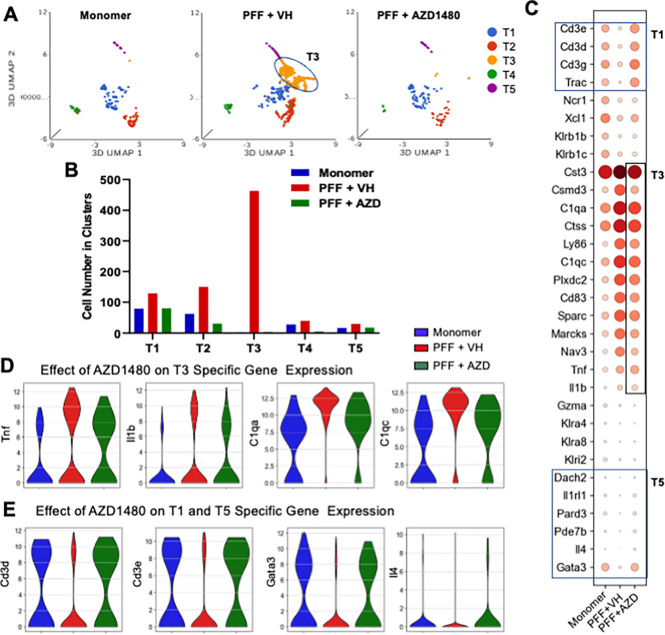
T-cell Clusters Associated with PFF-induced Neuroinflammation and the Influence of AZD1480 Treatment. **A**. Unsupervised clustering of scRNA-Seq data and UMAP plot of all T-cells (T) from CD45^+^ mononuclear cells sorted from the midbrain of Line 61 mice after monomer, PFF + VH, or PFF + AZD1480 injection. **B.** Cell numbers of the five T-cell clusters analyzed by scRNA-Seq. **C.** Dot plot of conserved marker genes in the five T-cell clusters across groups. **D.** Violin plots show the genes restored by AZD1480 treatment in the T3 cluster across groups. **E.** Violin plots showing genes restored by AZD1480 treatment in the T1 and T5 clusters across groups.

## Data Availability

ScRNA-Seq data will be available online. The single-cell data have been deposited in the GEO under the accession number GSE264525.

## Abbreviations

AAV: adeno-associated virus
a-Syn: a-synuclein
Csmd3: CUB and Sushi multiple domains 3
DaBAMs: disease-activated border-associated macrophages
DCs: dendritic cells
DEGs: differential expressed genes
DIMs: disease inflammatory macrophages
FDR: false discovery rate
GSEA: gene set enrichment analysis
JAK: Janus Kinases
KLRB1: kill cell lection like receptor B1
MG: microglia
MM: monocyte/macrophage
MS: multiple sclerosis
Nav2: neuron navigator 2
Nav3: neuron navigator 3
NES: normalized enrichment score
Neu: Neutrophils
p-a-Syn: phosphor-Syn
PCA: principal component analysis
PD: Parkinson’s disease
PFF: performed fibril
RA: rheumatoid arthritis
scRNA-Seq: single-cell RNA Sequencing
SNpc: substantia nigra pars compacta
snRNA-Seq: single-nucleus RNA Sequencing
STAT: Signal Transducers and Activators of Transcription
TNF: tumor necrosis factor
UMAP: uniform manifold approximation and projection
VH: vehicle

How the deposited data were processed for this re-analysis (not part of the article)

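CD45+ cells sorted from the midbrains of Line 61 mice were profiled by scRNA-Seq 6 weeks after injection of PBS, monomer or PFF, with VH or AZD1480 given to the PFF groups. The deposited values are UMI counts per gene and cell, which the authors made with Cell Ranger from 10x 3' libraries mapped to mm10, and no normalization or filter on cells was applied after the barcodes were called as cells. The header of the matrices names Cell Ranger 7.0.1. There is 1 library per condition. The last features of the PFF + VH and PFF + AZD1480 matrices are counts of 4 and 5 hashtags of the same cells, and each hashtag was taken as a replicate. The paper's clusters and annotation were rebuilt, because they are not among the values used here.

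Cells with 500 to 15000 counts, 250 to 5000 detected genes and at most 10% mitochondrial counts were kept, as in the paper, and genes had to be detected in more than 0.1% of cells, which left 16103 of 32285 genes. The median depth of the cells kept was 7028 UMIs in PBS, 6688 in monomer, 2306 in PFF + VH and 6616 in PFF + AZD1480, with 2703, 2569, 1231 and 2552 detected genes. The depth of a cell in PFF + VH thus shows fewer of its genes than in the other libraries. The median number of hashtag UMIs per cell was 290 in PFF + VH and 776 in PFF + AZD1480. The data were clustered in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, scikit-learn 1.9.0 and python-igraph 0.11.9. Analytic Pearson residuals (theta 100) of 3000 variable genes were reduced to 20 principal components, cells were joined to 15 neighbours, and the Louvain algorithm was run at resolution 1. The paper used SCTransform, 20 principal components and the Louvain algorithm in Partek Flow.

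A cluster was given the class with the most raised markers, where at least 3 had to be raised by a log2 fold of at least 1 and detected in at least 5% of its cells and 1 had to be among its 10 leading genes. Another cluster was called MG-like when at least 3 MG markers were detected in at least 25% of its cells and fewer than 3 markers of MM and of T cells were raised, unless its median depth was under 0.333 of its library's and no MG marker was among its leading genes. All other clusters stayed unnamed, and a named cluster needed at least 10 cells. These limits were set after the clusters were seen, while the marker lists were not. MM and T cells were clustered again with the genes to be compared left out. A signature was counted as present when at least 3 of its genes had a UMI after thinning of each cell to 1000 UMIs.

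Hashtags were called with HTODemux of Seurat 5.3.0 in R 4.3.3 at a positive quantile of 0.99 on values centred across cells. This normalization was chosen after values centred within cells had given fewer single-hashtag cells in PFF + VH than the planned limit of 50%, and MULTIseqDemux also stayed under that limit there. Cells with no hashtag or more than 1 entered the library values but no replicate test. In PFF + VH, cells without a hashtag had a median of 1315 UMIs, against 2875 in those with 1, so that hashtag tests rest on its deeper cells.

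For genes, the counts of a class were summed per hashtag and tested with the quasi-likelihood test of edgeR 4.0.16 (TMM scaling, filterByExpr, Benjamini-Hochberg adjustment, threshold 0.05), since the PBS and monomer libraries have no replicates. The paper's own comparison used the Hurdle model with cells as replicates. Gene sets were tested with camera of limma 3.58.1 at a preset correlation of 0.01. Shares of cells were compared with two-sided exact permutation tests over the 126 splits of the hashtags. Library values are CPM of the summed class with exact Poisson 95% intervals, shares have exact binomial 95% intervals, and both cover counting error only. The floor used for a count of 0 is 3 counts over the class of a library. In simulated data with 200 genes changed by 2-fold, the edgeR test recovered 89.5% in MG, 57.5% in MM and 64.0% in T cells, so that missing calls in MM and T cells are weak evidence of no change.

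The named genes are a list of those the paper names for a class, and not all of them. Maf and Top2a in MG, Nfib in MM and Cd3g in T cells are among those left out. A rule added, in each class and direction, the 3 genes past the threshold with the largest log2 fold change whose hashtag values do not overlap. The paper chose its genes on these samples. Xist, named as a check of the paper's statement that all mice were male, had 9 to 15 UMIs in the MG of a library, the highest number being 15 in monomer. Ccdc152 and Ifi27l2a as leading genes of an MG-like cluster were named after their values were seen.

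Alternatives tried were MULTIseqDemux calls, Louvain resolution 3, clustering on log-normalized counts, at least 1000 counts per cell, doublets called by Scrublet (scanpy 1.11.5) left out, DESeq2 1.42.0, RLE scaling, no filter on low counts, the hashtag number as a replicate block, Gm42418 left out, unthinned cells, thinning to 2000 UMIs, at least 4 signature genes, fry in place of camera, and each hashtag left out in turn. Centring hashtag values within cells was added after the data were seen, as was leaving hashtags out of the set tests. Scrublet's automatic threshold called 0 cells of PFF + AZD1480 doublets, so the cells with the highest scores were called, at 0.8% per 1000 barcodes. GSEA was not repeated, and the flow cytometry, immunohistochemistry and immunofluorescence data of the paper were not analysed here.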

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

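Of the tests given here, those on the signatures in B cells and Neu and on Elane were chosen after the results were seen, and the limits by which every test was judged were set then too.

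Among 18 groups of hashtags, 4 held a value far from the others, where chance gives about 1 in 20 groups. In PFF + AZD1480, MG made up 79.7% of the cells of hashtag 5 and 89.1% to 90.3% of those of the other hashtags. In PFF + VH, the MM4 signature was present in 58.8% of the MM of hashtag 3, against 29.3% to 33.7%. The T3 signature was present in 75.7% of the T cells of hashtag 4, against 85.4% to 87.3%, and hashtag 4 held 5782 cells, against 4000 to 4297. Hashtag values centred within cells left hashtag 3 highest for MM4 (55.1%) and hashtag 4 lowest for T3 (76.2%). With MULTIseqDemux hashtag 1 was highest for MM4 (73.3%, and 38.8% in hashtag 3). Hashtag 3 was then lowest for T3 (71.0%, and 85.3% in hashtag 4). Which hashtag stands apart in these signatures thus depends on how hashtags are called. Median depth lay between 2589 and 3173.5 UMIs per cell over the hashtags of PFF + VH and between 6187.5 and 7113 over those of PFF + AZD1480. The design names nothing by which these hashtags differ from the others of their group, so no biological explanation was tested. Uneven staining or an uneven number of pooled midbrains was not tested either.

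The T3 signature was present in 87.3% of B cells and 92.7% of Neu of the PFF + VH library, classes the paper did not examine. In PBS and monomer it was present in 36.5% to 40.0% of B cells and 47.1% to 60.0% of Neu. The MM4 signature was present in 55.1% of B cells and 51.0% of Neu of PFF + VH, against 13.5% to 17.1% and 5.88% to 10.0%. All cells were compared at 1000 UMIs, which argues against the number of UMIs read per cell as the cause. B cells carried the T3 signature about as often as T cells (88.2%) and the MM4 signature about as often as MM (47.6%). Both are consistent with microglial RNA in the droplets of every cell type of the library, because MG express the genes of both signatures. Neu may express Il1b of themselves, which leaves B cells as the class for comparison. B cells are not a clean class either. In PBS and monomer they carried the T3 signature more often than T cells did. More UMIs of MG markers than of B markers were found in 12.5% of the B cells of PBS, 38.1% of monomer and 75.0% of PFF + VH. Droplets of 2 cells are a further candidate. Of T cells with the T3 signature 28.4% carried more than 1 hashtag, against 12.8% of those without it, so that such droplets may account for a part of them. In PFF + VH most cells with the signature carried at most 1 hashtag, while in PFF + AZD1480 60.4% carried more than 1, and droplets of 2 cells with the same hashtag are not seen this way. For the MM4 signature the shares were 25.8% and 20.6%, and 39.6% and 18.6% at 2000 UMIs, but 19.3% and 21.1% with MULTIseqDemux. Such droplets cannot be told apart from single MM there because the direction depends on how hashtags are called. A response of MM, T, B and Neu alike to PFF stays open and untested, since PFF + VH is 1 library.

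Elane, a gene the paper does not discuss, had 115 UMIs in the MG of PFF + AZD1480 and 0 in the MG of the other libraries. It was at least 45.9-fold higher than in PFF + VH, with a floor of 3 counts over the class of the library. The UMIs lay in 112 cells with at most 2 each, and the 5 hashtags had 1.16 to 1.62 CPM. Ctsg went the same way, with 87 UMIs in 84 cells (at least 34.7-fold higher). Among the unnamed cells of that library, 20 Elane UMIs lay in 15 cells and 59 Ctsg UMIs in 20 cells, 1 of which had 28. Single UMIs scattered over the cells of every hashtag are consistent with RNA of other cells in the droplets. That explanation and a response of MG to AZD1480 cannot be told apart, because AZD1480 with PFF was given in 1 library and no cell rich in Elane was found in it.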

How the results depend on the processing

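Of the alternatives, hashtag values centred within cells and the set tests with a hashtag left out were chosen after the results were seen, as was the share of cells that Scrublet was set to call.

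The number of genes past the threshold in MG stayed within 1.5 times of 3624 under every alternative (3177 to 3669) and with each hashtag left out (2879 to 3254). The JAK/STAT target set stayed lower and past the threshold in MG under fry and with each hashtag left out, the runs made for it. The share of MM with the MM4 signature was lower in PFF + AZD1480 in every run, with differences of -36.9 to -16.5 percentage points under the alternatives (exact permutation test, p from 0.0159 to 0.0317) and -31.2 to -21.3 with a hashtag left out. For the T3 signature the differences were -48.4 to -12.9 (exact p from 0.0159 to 0.0476) and -43.3 to -36.6. Named genes past the threshold numbered 14 in MG, 12 in MM and 15 in T cells. Of these, 14, 6 and 6 kept their call under every alternative that tested them, and 14, 6 and 13 with each hashtag left out. These numbers include the genes that the rule added for their large changes in these same data, which favours a kept call. Of the genes the paper names, only Nav2 and Nav3 in MM and Il1b in T cells kept it under every alternative that tested them. RLE scaling left all 58 calls of named genes as they were, and leaving out Gm42418 all 57. DESeq2 left 54 of 58 as they were and weakened 4. Of the 164 library values of named genes, 40 stayed within counting error with Scrublet doublets left out, and 122 of 160 did without Gm42418.

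With hashtag values centred within cells, the difference in the share of MM was -1.30 percentage points and that of T cells -3.20, both past the threshold (exact permutation test, adjusted p = 0.0397; 0.0397 to 0.0992 over the alternatives for T cells), and 212 genes passed in MM. No class can pass alone in these tests of shares, and MM and T cells passed because both had the smallest p. More than 1 hashtag was then carried by 18.4% of T cells with and 6.98% without the T3 signature in PFF + VH, and 56.0% and 17.3% in PFF + AZD1480. For MM the shares were 17.3% with and 13.7% without the MM4 signature in PFF + VH, and 36.2% and 19.2% in PFF + AZD1480. Ms4a7 in MM changed sign to 0.060. With MULTIseqDemux these shares for MM were 19.3% with and 21.1% without the signature in PFF + VH, and 43.1% and 28.5% in PFF + AZD1480, Neu changed sign to -0.173 percentage points, 165 genes passed in T cells, and P2ry12 in MG (0.037), Dennd4a (-0.023) and Ms4a7 (0.45) in MM changed sign. The differences in class shares under MULTIseqDemux were -3.25 percentage points for MM, -3.69 for T cells and 6.62 for MG. In the main run they were -1.40, -2.81 and 3.22. None of the MULTIseqDemux differences was past the threshold (exact permutation test, adjusted p = 0.0529 for each of these classes). In PFF + VH fewer cells with a call enter under MULTIseqDemux, while in PFF + AZD1480 more MM and T cells do. The cause was not tested.

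With Scrublet doublets left out, fewer cells remained by construction: 10663, 10691, 19189 and 9672 MG, 461, 404, 1109 and 461 MM, and 223, 181, 719 and 135 T cells in PBS, monomer, PFF + VH and PFF + AZD1480. Then 32 genes passed in MM, Neu changed sign to -0.0231 percentage points and P2ry12 in MG to 0.015; the cause was not tested. With clustering on log-normalized counts there were 12968, 13123, 29587 and 11772 MG, 417, 406 and 1289 MM in PBS, monomer and PFF + VH, and 202, 167, 205 and 113 T cells. Only 2 genes passed in T cells, where a cluster with 14 raised T markers and 621 cells of PFF + VH stayed unnamed, Tnf in T cells changed sign to 0.72, and Dennd4a (-0.28) and Ms4a7 (0.022) in MM changed sign; the cause was not tested. With at least 1000 counts per cell, PFF + VH held 24359 MG, 1166 MM and 726 T cells and PFF + AZD1480 465 MM. At resolution 3 PFF + VH held 29030 MG and 68 genes passed in MM, and with no filter on low counts 326 passed in MM and 760 in T cells; the cause was not tested. Under fry the JAK/STAT target set in MM had an adjusted p of 0.134.

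Thinning changed the share of cells with more than 1 hashtag. Without it the share was 21.0% of T cells with and 3.33% without the T3 signature in PFF + VH, 53.1% and 14.3% in PFF + AZD1480, 23.2% of MM with and 10.8% without the MM4 signature in PFF + VH, and 47.4% and 28.2% in PFF + AZD1480. At 2000 UMIs it was 46.1% of T cells with and 6.67% without the T3 signature, and 39.6% of MM with and 18.6% without the MM4 signature, in PFF + VH. With at least 4 genes it was 72.2% of T cells with and 40.7% without the T3 signature in PFF + AZD1480. Thinning to 2000 UMIs keeps deeper cells only, by construction; for the rest the cause was not tested.

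The hashtag number was tried as a replicate block on hashtags 1 to 4 of both groups. The correlation of hashtags with the same number, -0.105 to 0.0720 over the classes, gives no sign that numbers pair samples. With the block 53 genes passed in MM, and Klf2 in MG (0.10), Dennd4a (-0.0030) and Ms4a7 (0.023) in MM changed sign; fewer samples enter that fit.

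With each hashtag left out in turn, differences in shares (percentage points) ranged from 2.52 to 5.17 for MG, -1.73 to -1.01 for MM, -3.19 to -2.47 for T cells and -0.0878 to 0.237 for Neu. Without hashtag 5 of PFF + AZD1480 those of MG, MM (-1.67) and T cells (-2.82) were past the threshold (exact permutation test, adjusted p = 0.0476; 0.0476 to 0.536 over all such runs of these classes). In these runs, too, a class could pass only together with others. Neu was negative without hashtag 2 of PFF + VH (-0.0430) and without hashtags 4 (-0.0028) and 5 of PFF + AZD1480. The number of genes in MM ranged from 32 without hashtag 4 of PFF + VH to 192 without hashtag 3 of PFF + AZD1480. It was 69 and 38 without hashtags 1 and 3 of PFF + VH, and 63 and 36 without hashtags 1 and 2 of PFF + AZD1480. In T cells it ranged from 294 without hashtag 4 of PFF + AZD1480 to 599 without hashtag 3. Genes near no change also changed sign: P2ry12 (-0.046 to 0.015) and Klf2 (-0.17 to 0.16) in MG, and Dennd4a (-0.017 to 0.28) and Ms4a7 (-0.28 to 0.41) in MM. The adjusted p of the MHC Class II set ranged from 0.0475 (without hashtag 2 of PFF + VH) to 0.243 in MG. In MM it ranged from 0.0215 to 0.392, passing without hashtag 5 (0.0215) or 2 (0.0438) of PFF + AZD1480 and 1 (0.0299) or 4 (0.0443) of PFF + VH. In T cells it ranged from 0.0056 to 0.0547 without a hashtag of PFF + AZD1480, the last without hashtag 3, on 2 or 3 genes; without a hashtag of PFF + VH too few of its genes were tested. The JAK/STAT target set in MM ranged from 1.0e-04 to 0.151 and failed without hashtag 3 of PFF + VH (0.118) and hashtags 1 (0.125), 2 (0.0893) and 3 of PFF + AZD1480. The cause was not tested.

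Depth limits the PFF + VH library most. Its hashtags held 140 to 197 T cells, those of PFF + AZD1480 6 to 29, and a difference in T or MM cells rests on few cells.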

Differences from the paper's values

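All comparisons with the paper's values were made after the results were seen, and its values were read by eye from its figures.

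In monomer, MM numbered 447, and the paper's bars add up to about 880 in Fig. 4B, read by eye. In PFF + AZD1480, MM numbered 524, and the paper's bars add up to about 1400 in Fig. 4B, read by eye. Of the alternatives set before the data were examined, resolution 3, clustering on log-normalized counts, at least 1000 counts per cell and Scrublet doublets left out were run on these numbers, and both differed under all 4, at 453, 406, 412 and 404 in monomer and 540, 511, 465 and 461 in PFF + AZD1480. The classes were rebuilt and are not the authors' clusters, and 9.86% to 12.3% of the cells of monomer, PFF + VH and PFF + AZD1480 stayed unnamed.

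The paper's DEG tests took cells as replicates, and those given here took hashtags. The paper states that AZD1480 lowered the antigen presentation genes in MM2 and MM4. Over all MM, a wider group, Cd74, H2-Aa, H2-Eb1 and H2-Ab1 had positive log2 fold changes, 0.24, 0.31, 0.24 and 0.23, none past the threshold in any alternative. The paper states that PFF raised these genes in MM4, while over all MM they were lower in PFF + VH than in monomer, with 8546 and 14461 CPM for Cd74. Subclusters with these genes raised held 14.2% of the MM of PFF + VH, 35.1% of those of monomer and 28.2% of those of PFF + AZD1480. Both comparisons over all MM therefore also follow the mix of cells and are not the paper's values within MM2 and MM4. Of the 5 MM4 genes the paper gives as lowered by AZD1480, 4 were lower here, and Nav2, Nav3 and Csmd3 passed the threshold. Ldlrad4 was lower (-0.69) and passed with MULTIseqDemux (-0.87) and with no filter on low counts (-0.73). Dennd4a had a log2 fold change of 0.15, and was lower, though not past the threshold, with clustering on log-normalized counts (-0.28), MULTIseqDemux (-0.023) and the replicate block (-0.0030). The paper gives Apoe as lowered by AZD1480 in MM3. Over all MM it had a log2 fold change of 0.37. Subclusters with raised MM3 genes held 11.2% of the MM of PFF + VH and 23.5% of those of PFF + AZD1480, so this value is over different mixes of cells. The paper states that AZD1480 raised MM1, which it marks by Gng10 and Ldhb. Over all MM Gng10 fell by 0.69 and Ldhb by 1.67 on the log2 scale, values over the class and not numbers of cells. Their calls held under 7 and 10 of the 11 alternatives and with 2 and 6 of the 9 hashtags left out in turn. The paper states that AZD1480 lowered MM3. Of its genes, Cd163 (1.11), F13a1 (0.99), Pf4 (0.87) and Mrc1 (0.75) were higher over all MM, and Ms4a7 (-0.014) was not. Only Cd163 was past the threshold over all genes (edgeR adjusted p = 0.0379). No MM subcluster had the MM5 genes raised.

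The paper describes the changes in MG with AZD1480 as subtle and names Gm42418, Cmss1, Apoe and Actb. Here 3624 genes passed, most by little (median absolute log2 fold change 0.31), and for most genes the changes were thus small. That wording does not cover all of them. An absolute log2 fold change of at least 1 was reached by 251 genes. The 16 JAK/STAT target genes were all lower, with a median log2 fold change of -0.82. A library difference is part of each of these values. Of the 4 genes, 3 passed and Apoe did not (edgeR adjusted p = 0.0873), while with MULTIseqDemux (0.0390), no filter on low counts (0.0467) and the replicate block (0.0377) it did. Spp1, which the paper names for MG5, changed most among the 12 listed genes. It had 162 ± 22.8 CPM in PFF + AZD1480 against 334 ± 51.1 CPM in PFF + VH (log2 fold change -1.04, edgeR adjusted p = 9.0e-05). The call held under all 11 alternatives and with each hashtag left out.

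The paper states that T cells were more numerous after PFF. Their share was 2.96% in PFF + VH and 1.41% in monomer, but with clustering on log-normalized counts it was 0.595% and 1.11%. A cluster with 14 raised T markers, 621 cells of PFF + VH and 50 of monomer stayed unnamed there, and counting it with T cells gives the paper's direction, although 5 of its 10 leading genes were mast cell genes and none was a T marker. Without it T cells numbered 205 in PFF + VH, where the paper's bars add up to about 810 in Fig. 6B, read by eye, and the cells of that cluster are about as many as the gap. In PBS and monomer the T3 signature was present in some T cells, while the paper gives T3 as present only after PFF, and this was at or below its share in B cells.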

Other observations

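The tests on Gm42418 were set before its values were seen, while those on MG markers in T cells, on other splits of the hashtags, on the JAK/STAT target set as a test of the libraries and on Gnb4 were chosen after the results were seen.

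T cells of the PFF + VH library had more UMIs of MG markers than of T markers in 80.2% of cells, and these cells had a median of 1243.5 UMIs. The same held for 75.0% of B cells and 79.7% of MM of that library. Of these T cells 20.5% carried more than 1 hashtag, against 20.3% of the other T cells, so that droplets of 2 cells with different hashtags do not set them apart from the other T cells. Both shares were above the 11.6% of all cells of the library, and such droplets may account for a part of the class. In other classes and in the other library the direction differed: the shares were 31.7% and 7.50% for B cells and 20.5% and 12.8% for MM of PFF + VH, and 59.7% and 43.1% for T cells, 39.5% and 33.2% for MM and 20.0% and 29.4% for B cells of PFF + AZD1480. The values are consistent with shallow droplets of mostly microglial RNA having been grouped with T cells, which would raise the number of T cells in PFF + VH. Entry of T cells into the midbrain after PFF stays open and was not tested.

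Gm42418 was higher in PFF + VH than in monomer in MG, MM, T, B and Neu, the lowest ratio being 1.50 in Neu. That is consistent with a property of the library and not of MG. A response of all classes to PFF stays open, since each condition is 1 library.

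The 9 hashtags were split into groups of 4 and 5 in 100 ways, the real one included. Of these splits, 1 gave as many genes past the threshold in MG, 2 in MM and 1 in T cells. By a share under 0.05, the limit used, chance is an unlikely source of these numbers. It is not excluded in MM, where the 1 other split gave more genes, 130 against 117. In T cells another split gave 430 against 474, and in MG the largest other number was 1021 against 3624. The real split is also the split by library. All 16 JAK/STAT target genes were lower in the MG of PFF + AZD1480 (median log2 fold change -0.82). A JAK1 and JAK2 inhibitor would give this. However, an effect of the drug and a difference between the 2 libraries cannot be told apart, for these genes or for others. No library holds both treatments. The 4 MHC Class II genes were lower in MG as well, with a median log2 fold change of -0.35 that was not past the threshold (limma's camera, adjusted p = 0.124).

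Among the genes past the threshold whose hashtags did not overlap between PFF + AZD1480 and PFF + VH, the largest log2 fold changes, apart from genes without counts in a group, were 6.58 for Gnb4 and -4.12 for Ifi44 and -3.88 for Iigp1 in MG. In MM they were 1.80 for Dbp, 1.61 for Ptgs2 and 1.49 for Ptger4, and -4.25 for Lsamp, -3.35 for Mmp12 and -3.10 for Ccdc152. In T cells they were 2.29 for Gprin3, 2.20 for Dgat1 and 1.84 for Tmem64, and -3.56 for Ccl12 and -3.08 for Spp1.

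Gnb4 had 3.22 CPM in the MG of PBS, 0.110 in monomer, 0.129 in PFF + VH and 11.5 in PFF + AZD1480. The ratio of PBS to monomer was 29.3, and hashtag 5 of PFF + AZD1480 had 1.52 CPM where the other 4 had 10.7 to 15.7 CPM. The level thus did not follow the treatment alone, and a strain variant carried by some of the mice may be behind it. It cannot be told apart from a difference between libraries, because each of PBS and monomer is 1 library and no genotypes were examined. 4930452B06Rik had 214, 265 and 200 UMIs in the MG of PBS, monomer and PFF + VH and 0 in PFF + AZD1480, at least 55.7-fold higher in PFF + VH by the floor of 3 counts over the class of the library. Lsamp had 177, 410 and 184 CPM in the T cells of these libraries and 1 UMI in PFF + AZD1480. In MM it had 172, 286, 112 and 3.24 CPM. No explanation was tested for these 2 genes.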
